# Checkpoint kinase interaction with DNA polymerase alpha regulates replication progression during stress

**DOI:** 10.12688/wellcomeopenres.19617.1

**Published:** 2023-07-26

**Authors:** Andreas Hadjicharalambous, Alex J. Whale, Geylani Can, J. Mark Skehel, Jonathan M. Houseley, Philip Zegerman

**Keywords:** DNA replication, cell cycle, checkpoint, genome stability, cancer

## Abstract

**Background:** In eukaryotes, replication stress activates a checkpoint response, which facilitates genome duplication by stabilising the replisome. How the checkpoint kinases regulate the replisome remains poorly understood. The aim of this study is to identify new targets of checkpoint kinases within the replisome during replication stress.

**Methods:** Here we use an unbiased biotin proximity-ligation approach in *Saccharomyces cerevisiae* to identify new interactors and substrates of the checkpoint kinase Rad53 *in vivo.*

**Results:** From this screen, we identified the replication initiation factor Sld7 as a Rad53 substrate, and Pol1, the catalytic subunit of polymerase a, as a Rad53-interactor. We showed that CDK phosphorylation of Pol1 mediates its interaction with Rad53. Combined with other interactions between Rad53 and the replisome, this Rad53-Pol1 interaction is important for viability and replisome progression during replication stress.

**Conclusions:** Together, we explain how the interactions of Rad53 with the replisome are controlled by both replication stress and the cell cycle, and why these interactions might be important for coordinating the stabilisation of both the leading and lagging strand machineries.

## Introduction

Genome instability resulting from defective DNA replication and repair is a hallmark of the early stages of oncogenesis ( Kotsantis *et al.*, 2018). In normal dividing cells, genome duplication is tightly regulated and strictly monitored to ensure that every chromosome is replicated in its entirety. For eukaryotes, this regulation includes coupling the two steps in replication—licensing and initiation—to the cell cycle, a plethora of repair pathways that act during and after replication, and a system of checkpoint kinases that respond to perturbed replication by coordinating repair and impeding cell cycle progression. Defects in any of these processes are associated with tumour development ( Abbas *et al.*, 2013), but are also potential vulnerabilities that can be exploited to specifically kill cancer cells ( da Costa *et al.*, 2023).

During genome duplication, DNA lesions or low levels of deoxynucleotide triphosphates (dNTPs) cause stalling of the replisome, leading to the exposure of single stranded DNA at the replication fork ( Saldivar *et al.*, 2017). This stalling is a key trigger for activation of the apical checkpoint kinase called ATR in humans and Mec1 in budding yeast. In conjunction with a mediator protein (Claspin/Mrc1) that binds to the replisome ( Errico & Costanzo, 2012), ATR/Mec1 activation subsequently leads to the activation of the effector kinase Chk1 in humans or Rad53 in yeast ( Giannattasio & Branzei, 2017). This response is called the S-phase, intra-S-phase or DNA replication checkpoint ( Pardo *et al.*, 2017).

The S-phase checkpoint responds to replication defects by upregulating dNTPs, coordinating DNA repair and by inhibiting further origin firing ( Giannattasio & Branzei, 2017; McClure *et al.*, 2022; Saldivar *et al.*, 2017). A critical function of the checkpoint response to stalled DNA replication is also to allow the resumption of genome duplication after stalling, in a process called fork stabilisation ( Giannattasio & Branzei, 2017; McClure *et al.*, 2022; Saldivar *et al.*, 2017). In cells that lack checkpoint activity, replication forks cannot continue DNA synthesis after stalling ( McClure *et al.*, 2022), DNA unwinding and synthesis become uncoupled ( Gan *et al.*, 2017) and the fork is said to have ‘collapsed’ ( Giannattasio & Branzei, 2017; McClure *et al.*, 2022; Saldivar *et al.*, 2017). How the checkpoint kinases prevent fork collapse is poorly understood, but the replisome itself remains largely intact even in the absence of checkpoint kinases ( De Piccoli *et al.*, 2012; Dungrawala *et al.*, 2015).

Several targets of the checkpoint kinases have been identified within the replisome, demonstrating that these kinases regulate multiple processes including fork rate, exonuclease activity and fork remodelling ( Giannattasio & Branzei, 2017; McClure *et al.*, 2022; Pellicano *et al.*, 2021; Saldivar *et al.*, 2017). Identifying additional functions of the checkpoint kinases in replisome stabilisation is complicated by the fact that the checkpoint kinases have very low substrate specificities ( Blasius *et al.*, 2011; Mok *et al.*, 2010) and phosphorylate proteins at multiple sites ( Zegerman & Diffley, 2010), making it difficult to probe the function of specific phosphorylation events. In yeast, we and others have shown that Rad53 substrate specificity can be mediated by protein-protein interactions ( Can *et al.*, 2019; Chen *et al.*, 2013; Smolka *et al.*, 2006). For example, Rad53 binds to the initiation factor Cdc45, which targets Rad53 to Sld3 to inhibit origin firing and also recruits Rad53 to the replisome ( Can *et al.*, 2019). Rad53 also directly binds to substrates such as Dbf4 ( Chen *et al.*, 2013). From this, we reasoned that identifying the interactions of the checkpoint kinases with the replisome *in vivo* might be a promising approach to determine novel functions of these kinases at the fork.

Here we utilise an unbiased proximity-dependent biotin identification (BioID) screening approach in the budding yeast *Saccharomyces cerevisiae* to identify new replication partners of the effector checkpoint kinase Rad53 *in vivo*. Using this method, we identify new Rad53 substrates including the replication initiation factor Sld7, and we pinpoint the catalytic subunit of polymerase α (Pol1) as a new binding partner for Rad53 in the replisome. Together with interactions of Rad53 with the leading strand machinery, this study provides insight into the multitude of binding sites for Rad53 within the replisome that are important for the progression of stalled replication complexes *in vivo*.

## Methods

### Yeast strains

Yeast strains can be found in Supplementary Table 2 as *Extended data* ( Zegerman, 2023).

### Yeast transformation

Yeast was grown to exponential phase at a concentration of 10 ^7^ cells/ml. For each transformation, 10 ml of culture was spun down and washed with distilled water. They were resuspended with 1 ml of solution 1 (0.1 M lithium acetate and 1xTE, both at pH 7.5), spun down and 0.95 ml of supernatant was removed. In total, 5 μl of ssDNA (10 mg/ml) and DNA to be inserted was then added (100–400 ng of DNA/transformation). Then, 300 μl of solution 2 (40% PEG 4000, 0.1 M lithium acetate and 1xTE, both at pH 7.5) was used to resuspend the culture. The mixture was incubated at 30°C for 30 minutes and then DMSO was added to make a final 10% of the mixture. The solution was then heat-shocked for 15 minutes at 42°C and then rapidly cooled for 2 minutes on ice. Cells were spun and either resuspended in 100 μl of distilled water (for constructs containing amino acid or nucleotide markers) or in 1 ml of YPD and incubated at 30°C for 3 hours (for constructs with drug resistance markers). The cells were then plated on selective plates and incubated for 36–48 hours at 30°C.

### Yeast genomic DNA (gDNA) extraction

A total of 10 ml of yeast culture was grown overnight. Cells were pelleted and resuspended in 200 μl of lysis buffer (100 mM NaCl, 10 mM Tris pH 8.0, 1 mM EDTA, 1% SDS, 2% Triton X-100). In total, 200 μl of glass beads, 0.45 mm diameter, and 200 μl of Phenol Chloroform pH 8.0 was added. The mixture was vortexed for 30 seconds, 200 μl of TE buffer (10 mM Tris pH 8, 1 mM EDTA pH 8.0) was added and revortexed for another 10 seconds. The mixture was spun at 13 krpm on a benchtop centrifuge for 2 minutes. Then, 380 μl of supernatant was transferred to a fresh Eppendorf and 760 μl of 100% ethanol was added. The solution was spun at the same conditions as before to precipitate the DNA. A total of 1 ml of 70% ethanol was added (to wash the salts from the pellet) and the solution was re-spun as before. The pellet was air dried, resuspended in 50 μl of TE with RNAse (1 μg/ml) and incubated at 37°C for 1 hour.

### Yeast timecourse experiments

Yeast cultures were grown overnight in YPD or SCD media to exponential phase. Cultures were made to a concentration of 10 ^7 ^cells/ml and then were arrested in G1 (with 5 μg/ml of alpha factor) or G2/M (with 10 μg/ml nocodazole) for 90 minutes. For G1 block and release, cells were pelleted and washed twice with YPD/SCD media and then released into the equivalent media with 200 mM HU, 0.01% MMS or no drug at 30°C with agitation. For nocodazole blocked experiments, cells were incubated with 5 μg/ml of phleomycin and 10 μg/ml of nocodazole. Cells were removed every 20 or 30 minutes for FACS analysis (500 μl, pelleted and fixed in 300 μl of 70% ethanol), for TCA sample preparation (5 ml, pelleted and flash frozen in dry ice) or for budding index analysis (500 μl sonicated and put on a glass slide for optical microscopy).

### Yeast whole cell lysate preparation using trichloroacetic acid (TCA extracts)

A total of 5 ml of yeast culture with density of 10 ^7^ cells/ml was pelleted, and the pellet resuspended in 200 μl of 20%(w/v) TCA. Solution was transferred in a screw-caped tube with 200 μl of glass beads (0.45 mm diameter) and then shaken on a bead beater (Precellys 24 Homogenizer) twice at 5,000 speed for 30 seconds with a 45 second break in between the shakes. 5% (w/v) 400 μl TCA was then added to and the liquid was transferred in a new tube. This was repeated twice to wash as much of the protein from the beads as possible. The solution was then spun at 13 krpm on a benchtop centrifuge for 2 minutes. The supernatant was removed and the pellet was first resuspended in 250 μl of loading buffer (200 mM Tris pH 9.0, 100 mM Tris pH 6.8, 0.8% SDS, 16% glycerol, 1% (w/v) bromophenol blue, 8% β-mercaptoethanol) and boiled at 99°C for 10 minutes. The solution was then spun down for 2 minutes at 13.3 krpm and either stored at -20°C or used as a protein sample for SDS-PAGE.

### Yeast growth assays

Cell cultures were grown overnight to exponential phase and diluted to 10 ^7^ cells/ml. Using a 96-well plate, each strain was serially diluted by a factor of 3. A sterile replica plater and freshly made, dried agar plates were used to imprint the plates. After culture spots dried on the plates, they were incubated for 1–4 days at 30°C unless otherwise stated. Plates were scanned every 24 hours. Concentrations of drugs used: Hydroxyurea: 25 mM, 50 mM, 100 mM or 200 mM; MMS: 0.0025%, 0.005% or 0.01%, Camptothecin (CPT): 20 μM; NQO: 20 ng/ml; Phleomycin 1.5 μg/ml. Using ImageJ 1.53K (RRID:SCR_003070), the average mean grey value of the 3 ^rd^ dilution for each strain over 4 days was calculated for three biological repeats. The average and standard deviation was used to generate a graph of growth rates.

### Phos-tag western blots

Phos-tag gels were run using the Biorad mini-PROTEAN gel tank system. The resolving gel was 4% and was made using 424 μl 40% acrylamide, 292 μl 2% Bis-acrylamide, 1,875 μl Tris-HCl pH 8.8, 20 μl Phos-tag Acrylamide, 20 μl 10 mM MnCl _2_, 25 μl 20% SDS, 622 μl, 1,667 μl 1.5% agarose, 5 μl TEMED and 25 μl 10% APS. When solidified, the upper agarose layer was removed and stacking gel was added. After gel polymerisation, 60–80 μg of protein sample was loaded per lane, together with 6 μl of Amersham™ Rainbow Marker per experiment. Empty lanes were loaded with 5 μl of 1x Laemmli buffer (62.5 mM Tris pH 6.8, 0.5% SDS, 10% glycerol, bromophenol blue, 5% β-mercaptoethanol). The gel was run in 1L 1 x SDS buffer (10 L stock; 5x): 150 g Tris base, 720 g Glycine, 250 ml 20% SDS) at 20 mA / gel for 2–3 hours. Afterwards, the gel was removed from the glass container and washed in 0.02 M EDTA for 10 minutes to remove the manganese ions. This was repeated thrice and then the gel was washed in 1x wet transfer buffer (48 mM Tris base, 30 mM Glycine, 0.0375% SDS, 20% methanol).

After SDS-PAGE, proteins were transferred onto Amersham Protran™ 0.45 μm nitrocellulose membrane. The gel-membrane layer was covered on either side with filter paper. If the target protein was of an apparent molecular weight of >130 kDa, then wet transfer was used (Hoefer TE62 Standard Transfer Tank with wet transfer buffer at 1.0A for 90 minutes). For proteins of a lower apparent molecular weight, semi-dry transfer was used (Thermo Scientific Owl HEP series electroblotting system with semi-dry buffer ((48 Mm Tris base, 39 mM Glycine, 0.0375% SDS, 20% methanol) at 500 mA for 30 minutes). After transfer, the membrane was incubated for 5 minutes with Ponceau S solution (1% Ponceau S tetrasodium (w/v), 5% acetate(v/v)) to test the transfer. The membrane was then blocked with 5% milk powder in TBS-T for 45-60 minutes. Then, the membrane was incubated for 1 hour in primary antibody (the list of primary and secondary antibodies can be found in Supplementary Table 2 as *Extended data* ( Zegerman, 2023))., washed 3 times with TBS-T, incubated for 1 hour in secondary antibody, washed 2 times with TBS-T and then 1 time with TBS. All washes were done for 5–10 minutes. The membrane was then incubated for 1 minute in Amersham ECL Western Blotting Detection Reagent or for 5 minutes in Amersham ECL prime Western Blotting Detection Reagent. The membrane was then held in a film cassette with an Amersham Hyperfilm for 1-15 minutes depending on the protein. The film was visualised using a blot imaging machine.

### TurboID preparation of whole cell lysates from yeast

A total of 25-50 ml cell cultures of density 2x10 ^7^ cells/ml were pelleted and resuspended in 950 μl Zymolyase digestion buffer (50 mM Tris pH 7.5, 1 M sorbitol, 10 mM β-mercaptoethanol, protease inhibitors). Then, 100 μl of Zymolyase 20T solution was then added (10 mg/ml of Zymolyase 20T in Zymolyase digestion buffer) and the solution gently shaken at 37°C for 5 minutes. After testing microscopically for the creation of spheroplasts, the mixture was spun down at 1,500 g (4,000 rpm on desktop centrifuge). The supernatant was removed and the pellet was resuspended in 400 μl of SDS lysis buffer (3% SDS, 50 mM Tris pH 8.8, 10 mM DTT) After testing microscopically for lysis, the solution was boiled at 99°C for 10 minutes, cooled down at room temperature and made up to 2 ml with modified RIPA buffer (50 mM Tris pH 7.5, 150 mM NaCl, 0.5% Sodium deoxycholate, 1% Triton X-100). The cell lysate was pre-cleared by spinning the solution at 13.3 krpm for 15 minutes. The supernatant was then loaded on pre-washed Zeba™ Spin Desalting Columns, 7K MWCO, 5 mL to remove any excess biotin and the protein concentration was normalised between samples using A280 nm absorbance. After some of the sample was kept as input control, 50 μl of pre-washed streptavidin magnetic beads (Dynabeads *MyOne Streptavidin* C1) were added to 10 mg of protein lysate and put on a rotator for 3 hours at room temperature. The beads were washed sequentially: with RIPA (0.5% SDS, 50 mM Tris pH 7.5, 150 mM NaCl, 0.5% Sodium deoxycholate, 1% Triton X-100), 1 M KCl, 0.1 M Sodium bicarbonate, urea buffer (2 M Urea, 10 mM Tris pH 8), RIPA and thrice with 50 mM Ammonium bicarbonate. The samples were then split for mass spectrometry and western blot processing. For western blot processing, the beads were incubated with 50 μl 1x BXT elution buffer (IBA-lifesciences) for 10 minutes. A total of 16.6 μl of 4x Laemmli loading buffer (250 mM Tris pH6.8, 2% SDS, 40%(v/v) glycerol, 1%(w/v) Bromophenol blue, 20% β-mercaptoethanol) was then added and the beads were boiled at 99°C for 10 minutes. The beads were then removed. For mass spectrometry analysis, the beads were resuspended in 100 μl of 50 mM ammonium bicarbonate and flash frozen in dry ice.

### TurboID preparation of chromatin lysates from yeast

In total, 25–50 ml of cell culture with density at 1-2×10 ^7^ cells/ml, was pelleted and resuspended in 12.5 ml of solution 1 (0.1 M PIPES/KOH pH 9.4, 10 mM DTT) and incubated at 30°C for 10 minutes. The cells were pelleted and resuspended in 5 ml of solution 2 (2xSC media with 4% glucose, 0.6 M Sorbitol, 25 mM Tris, pH 7.5). Then, 25 μl of lyticase (1.2 M sorbitol, 0.1 M, Sodium Phosphate pH 7.4, 50% (v/v) glycerol, 50 μl/ml β-mercaptoethanol, 40 KU/ml Lyticase (L5263, Sigma) was added and the solution was incubated at 30°C for 5 minutes with mild agitation. Spheroplast formation was checked microscopically and the cells were then pelleted at 200 g (~1,000 rpm on bench centrifuge) for 3 minutes. The pellet was resuspended in solution 3 (2 x SC media with 4% glucose, 0.7 M Sorbitol, 25 mM Tris, pH 7.5) and incubated at 30°C for 10 minutes with mild agitation. The spheroplasts were pelleted again at 200 g lysed in 400 μl of RIPA buffer (0.5% SDS, 50 mM Tris pH 7.5, 150 Mm NaCl, 0.5% Sodium deoxycholate, 1% Triton X-100). The rest of the protocol is the same as bead enrichment using whole cell lysates.

### Mass spectrometry

Bead-bound proteins were prepared for mass spectrometric analysis by in solution enzymatic digestion. Briefly, bead-bound proteins in 40 μl of 50 mM NH4HCO3 were reduced in 10 mM DTT, and then alkylated with 55 mM iodoacetamide. After alkylation, 0.5 μg of Trypsin (Promega, UK) was added and the proteins digested for 1 h at 37°C in a thermomixer (Eppendorf, Germany), shaking at 800 rpm. Following this initial digestion, a further 1 μg of Trypsin (Promega, UK) was added and digestion continued overnight at 37°C. After digestion, 1 μl of formic acid was added and the beads centrifuged for 30 seconds at 14,000 rpm. The supernatant was then removed into a fresh, labelled tube. The resulting peptides were analysed by nano-scale capillary LC-MS/MS using an Ultimate U3000 HPLC (ThermoScientific Dionex, USA) to deliver a flow of approximately 300 nl/min. A C18 Acclaim PepMap100 5 μm, 100 μm × 20 mm nanoViper (ThermoScientific Dionex, USA), trapped the peptides before separation on a C18 BEH130 1.7 µm, 75 µm x 100 mm analytical UPLC column (Waters, UK). Peptides were eluted with a gradient of acetonitrile. The analytical column outlet was directly interfaced *via* a nano-flow electrospray ionisation source, with a quadrupole Orbitrap mass spectrometer (Q-Exactive HFX, ThermoScientific, USA). MS data were acquired in data-dependent mode using a top 10 method. High-resolution full scans (R=120 000, m/z 300–1,800) were recorded in the Orbitrap followed by higher energy collision dissociation (HCD) (26% Normalized Collision Energy) of the 10 most intense MS peaks. The fragment ion spectra were acquired at a resolution of 50,000 and dynamic exclusion window of 20 seconds was applied.

LC-MS/MS data were then searched against a protein database (UniProtKB (RRID:SCR_004426)) using the Mascot search engine programme (RRID:SCR_014322) (Matrix Science, UK) ( Perkins *et al.*, 1999). Database search parameters were set with a precursor tolerance of 10 ppm and a fragment ion mass tolerance of 0.8 Da. One missed enzyme cleavage was allowed and variable modifications for oxidized methionine, carbamidomethyl cysteine, pyroglutamic acid, phosphorylated serine, threonine and tyrosine. MS/MS data were validated using the Scaffold programme (Proteome Software Inc., USA) ( Keller *et al.*, 2002). An alternative freely available alternative to replicate our study is OpenMS (RRID:SCR_012042). All data were additionally interrogated manually.

### Mass spectrometry label-free quantification (LFQ)

LFQ intensities for each protein were collected and normalised by dividing the LFQ value over the LFQ value of the endogenously biotinylated protein Acc1. LFQ intensities equal to zero were converted to 1 so that no issues (division by 0) arose when generating the ratios (see equations below). Then, an averaging of the LFQ intensity of each protein was calculated over the number of experiments executed for each of the three different samples; no TurboID + HU (sample 1), TurboID no HU (sample 2) and TurboID + HU (sample 3). The calculations are summarised below.

$$Normalised\;protein\;X_{\left(sample\;1\right)}=\frac{protein\;X_{\left(sample\;1\right)}}{control\;protein_{\left(sample\;1\right)}}$$

$$Sample\;1,2\;or\;3\;average\;protein\;X_{\left(n\;experiments\right)}=\frac{sum(normalised\;protein\;X_{\left(experiment\;1\;to\;n\right)})}{n}$$

$$Enrichment\;(\mathrm{TurboID}\;\mathrm{vs}\;\mathrm{no}\;\mathrm{Turbo}\;\mathrm{ID})=\frac{sample\;3\;average\;protein\;X}{sample\;1\;average\;protein\;X}\;\;\;\;\;\;\;\;\;\;\;\;y\text{-}axis$$

$$Enrichment\;(\mathrm{HU}\;\mathrm{vs}\;\mathrm{no}\;\mathrm{HU})=\frac{sample\;3\;average\;protein\;X}{sample\;2\;average\;protein\;X}\;\;\;\;\;\;\;\;\;\;\;\;x\text{-}axis$$

X refers to any protein found during the mass spectrometry runs. Control protein refers to the FQ value of Acc1. Experiment 1 to n refers to the experimental repeats conducted. Enrichment is the log value of the respective ratios.

### Bimolecular fluorescence complementation (BiFC)

During timecourse experiments, 500 μl of cell culture of density 2x10 ^7^ cells/ml was pelleted and resuspended in 500 μl of PBS (+MMS/HU depending on the experiment). The solution was sonicated for 8 seconds at 40% intensity and 350 μl was loaded onto concanavalin A-coated Glass Bottom Microwell dishes (MatTek) for 5 minutes to allow cell attachment. The solution was then aspirated, and the plate covered in 2 ml PBS (+MMS/HU). Images were captured using either a Zeiss 880 Airyscan inverted confocal or a Leica SP5 confocal microscope and analysed using Fiji 2.13.1 (RRID:SCR_002285). Nuclear fluorescence was calculated manually or using a custom plug-in in Fiji. For manual calculations, Corrected Total Nuclear Fluorescence, a measurement of nuclear fluorescence correcting for any background, was used. To calculate the Corrected Total Nuclear fluorescence, nuclei (visualised by HTB2-mCherry) and cytoplasmic background were manually circled in ImageJ (equation used: Corrected Total Nuclear fluorescence = Integrated Density – (Area of selected cell * Mean fluorescence of nuclear background), adapted from https://theolb.readthedocs.io/en/latest/imaging/measuring-cell-fluorescence-using-imagej.html). For automatic calculation of nuclear fluorescence, a custom Fiji script was used. The script was generated by Richard Butler (Gurdon Institute Imaging Facility).

### Yeast two hybrid analysis

Standard yeast transformation of L40 diploid strain was executed with equimolar amounts of “bait” and “prey” plasmids. Yeast was grown on non-selective (-L -T) plates. Colonies were then spread on non-selective (-L-T) and selective (-L-T-H) plates and left to grow for 3 days.

### Peptide pulldowns

Protein Lysate preparation was done as before ( Can *et al.*, 2019). GST or FHA1-GST were expressed overnight in BL21 bacteria in 2TY and 0.5 mM IPTG. A total of 25 ml culture was spun down and then frozen. The pellet was sonicated in extraction buffer (20 mM Tris pH 8.0, 5% glycerol, 300 mM NaCl, 10 μg/ml leupeptin, 10 μg/ml pepstatin, 10 mM Benzamidine-HCl, 1 mM PMSF, PhosStop (Roche, 1 tablet / 100 ml). After centrifugation, supernatants were used in pulldowns as described below.

In total, 40 μl **Dynabeads** MyOne Streptavidin **C1** beads were washed and then incubated with 40 μl of peptide (1 mg/ml, lyophilised powder dissolved in ultrapure H _2_O). Beads were then washed and blocked with BSA (5 mg/ml)-HBS buffer (10 mM HEPES, pH 7.4, 3 mM EDTA, 300 mM NaCl) for 30 minutes (3 times, 10 minutes each). Then, beads were added to 500 μl of 2 x HBS buffer and 500 μl of protein lysate. They were incubated at room temp for 30 minutes. The beads were then washed 3 times with HBS for 5 minutes each time and then 2 times with 450 mM NaCl for 10 minutes each time. The beads were then boiled for 10 minutes with 90 μl HBS and 30 μl of 4 x Laemmli. The SDS-PAGE was run and the gel was then incubated in Bradford dye (Quick Start™ Bradford Dye Reagent 1x, Bio-Rad) for 15 minutes at room temperature.

### Transferase-Activated End Ligation sequencing (TrAEL-seq) library construction and processing

A total of 1 × 10 ^7^ cells fixed in ethanol were embedded in agarose plugs and processed into TrAEL-seq libraries as previously described ( Kara *et al.*, 2021), and libraries were sequenced on an Illumina NextSeq 500 as high-output 75-bp single end by the Babraham Institute Next-Generation Sequencing facility, before read processing as described ( Kara *et al.*, 2021).

Sequencing data are deposited at GEO, accession GSE235881 ( Hadjicharalambous *et al.*, 2023).

De-duplicated mapped reads were imported into SeqMonk (RRID:SCR_001913) v1.48 and immediately truncated to 1 nucleotide at the 5′ end, representing the last nucleotide 5′ of the strand break. Reads overlapping with non-single copy regions of the genome were filtered (rDNA, 2 μ, mtDNA, sub-telomeric regions, Ty elements and LTRs) and reads were then summed in running windows as described in figure legends. Total read counts across all included windows were normalized to reads per million mapped.

To determine ‘active ARS sites’, 10 Kb windows centred on ARS sites ( Liachko *et al.*, 2010) were defined and windows with the bottom 40% values were filtered. Centred on these ‘active ARS sites,’ 20 Kb windows upstream and 20 Kb downstream were defined and these probes were aligned and ordered based on the ‘Wild type – HU Block’ condition. Aligned probes with >1 peaks indicating probes containing more than one origin were removed. Loess smoothing was applied (15 neighbours with 2nd order smoothing polynomial) and the peak of TrAEL-seq signals in each probe was used to calculate the average distance of replication forks from their respective origin. Statistical analysis of the median for each biological replicate was performed using ordinary one-way ANOVA with multiple comparison corrections (15 comparisons).

## Results

### Internally TurboID-tagged Rad53 is viable and active *in vivo*

To discover new mechanisms of checkpoint-dependent control of DNA replication, we set out to establish a proximity labelling method to identify transient interactors of the checkpoint kinase Rad53 in budding yeast. For this, we tagged Rad53 with TurboID, which is a promiscuous form of the *E.coli* biotin ligase BirA, allowing biotin-labelling of proximal nucleophilic residues such as lysines ( Qin *et al.*, 2021). In addition, we also tagged Rad53 with Apex2, the ascorbate peroxidase enzyme that converts biotin-phenol to biotin-phenoxyl radicals in the presence of hydrogen peroxide, resulting in biotinylation of proximal electron-rich amino acid side chains, such as tyrosines ( Qin *et al.*, 2021). We and others have previously shown that tagging Rad53 at the N- or the C-terminus generates hypomorphic mutants of Rad53 and reduces the levels of this protein ( Can *et al.*, 2019; Conde *et al.*, 2010). Therefore, we decided to identify internal positions in Rad53 that could be used for inserting these biotinylation enzymes, without disrupting protein function.

Rad53 contains two phospho-threonine-binding forkhead-associated (FHA) domains, FHA1 and FHA2, a central serine/threonine kinase domain and two (S/T)Q cluster domains (SCD, Figure 1A), which are phosphorylated by Mec1/Tel1 *in vivo* ( Chen *et al.*, 2014). To avoid causing structural changes or interfering with the phosphorylation of Rad53, we inserted the proximity labelling enzyme either before (amino acid 473) or after the SCD2 (amino acid 542). To address whether the internally tagged Rad53-TurboID fusions were functional *in vivo*, we first analysed the phosphorylation shift of the protein, indicating Rad53 activation, after replication stress ( Figure 1B). We induced replication stress in synchronised cultures by inhibiting ribonucleotide reductase with hydroxyurea (HU), causing the depletion of dNTPs. In *RAD53* wild type cells, Rad53 protein becomes phosphorylated and activated as cells enter S-phase in the presence of HU, as expected ( Figure 1B). Both internally tagged versions of Rad53-TurboID were also phosphorylated in HU, although Rad53-TurboID inserted at amino acid 542, showed slightly greater activation than the insertion at 473 ( Figure 1B). Since Rad53 is essential for cells to survive DNA damage and replication stress, we also tested whether these internally tagged *RAD53* alleles affected cell growth. While the *rad53-TurboID (542)* allele did not affect cell growth in the presence of HU or the DNA alkylating agent methyl methanesulfonate (MMS, Figure 1C), *rad53-TurboID (473)* showed significant lethality in the presence of these genotoxins, similar to strains completely lacking Rad53 ( *rad53∆*). This growth assay strongly suggests that *rad53-TurboID (473)* is a hypomorph, while *rad53-TurboID (542)* is functional. Rad53 containing Apex2 at either amino acid 473 or 542 also appeared to be functional *in vivo* (Supplementary Figure 1 in *Extended data* ( Zegerman, 2023)).

**Figure 1.**
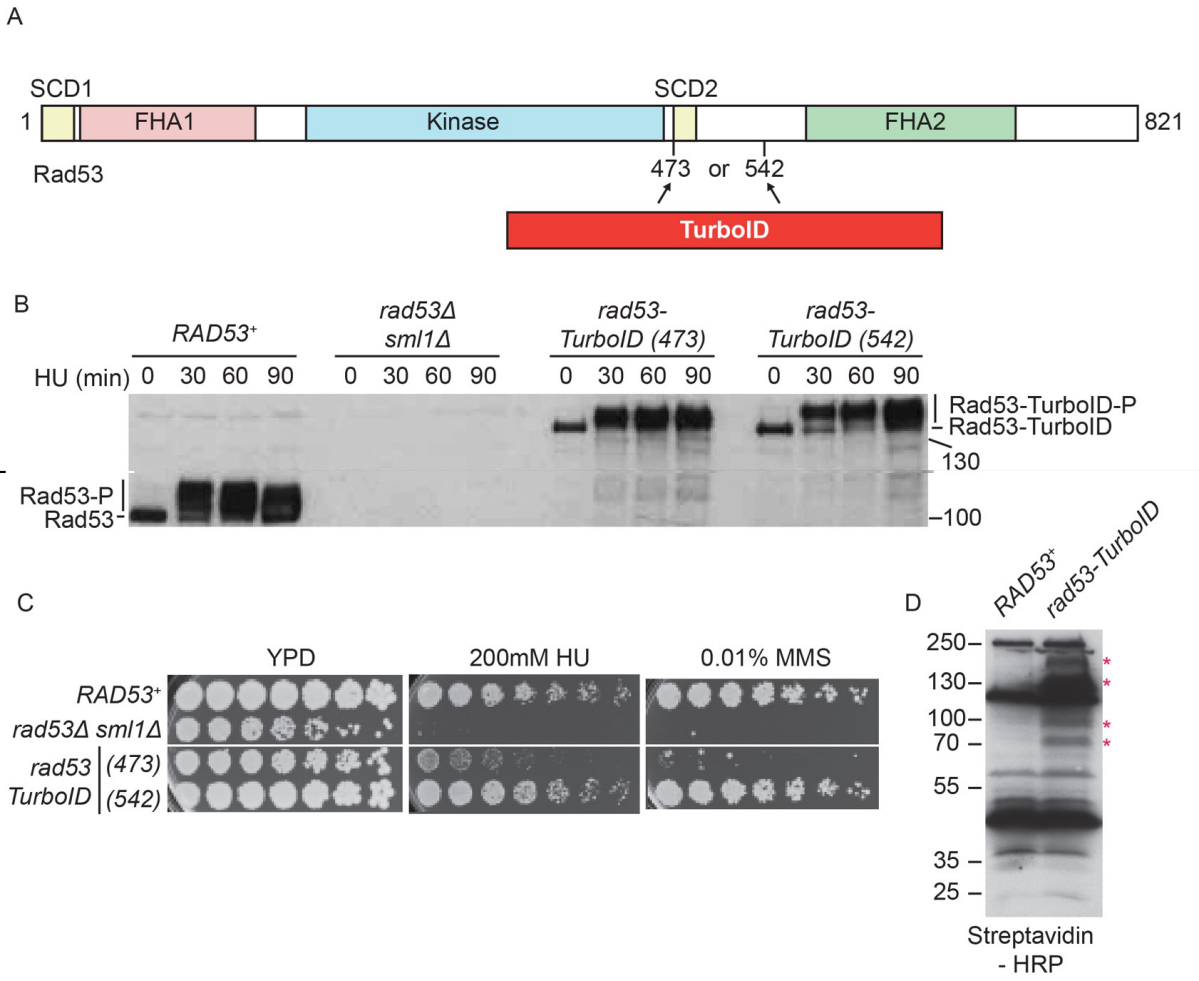
Internally tagged Rad53-TurboID is functional *in vivo*. **A**) Scale diagram of the Rad53 checkpoint kinase from budding yeast. SCD = (S/T)Q cluster domain, FHA = Forkhead-associated domain. TurboID was inserted into endogenous Rad53 at either amino acid 473 or 542. **B**) Western blot of Rad53 from the indicated strains, arrested in G1 phase with alpha factor (0) and released into S-phase with 200 mM HU for the indicated time. The internally tagged *rad53-TurboID* alleles, replace the *RAD53* gene, at the endogenous locus. **C**) Growth assays of the indicated yeast strains on YPD media, with or without genotoxic agents. Image taken at 48 hours. **D**) Anti-biotin western blot of yeast extracts from the indicated strains, using streptavidin-HRP as a probe. From here on, *rad53-TurboID* refers to *rad53-TurboID (542)*. * Marks bands that appear specifically in the *rad53-TurboID* strain. Bands that appear in both strains, are likely to be endogenously biotinylated proteins.

While TurboID can utilise endogenous biotin for proximity labelling ( Qin *et al.*, 2021), Apex2 requires the addition of biotin-phenol as a substrate, which does not readily penetrate the yeast cell wall ( Hwang & Espenshade, 2016). As a result, we could detect specific biotinylated bands in whole extracts of cells containing Rad53-TurboID (542) ( Figure 1D), but we could not detect biotinylated proteins after addition of biotin-phenol to partially permeabilised yeast cells containing Rad53-Apex2 (blank gel, data not shown). Therefore, we decided to analyse Rad53 interactors using Rad53-TurboID (542), hereafter called Rad53-TurboID, as this fusion showed both normal physiological activity ( Figure 1B and C) and protein biotinylation *in vivo* ( Figure 1D).

### Identification of novel Rad53-proximal proteins using TurboID

Stalling of replication forks, for example after depletion of dNTPs with HU, results in activation and recruitment of Rad53 to the replisome ( Can *et al.*, 2019). Although Rad53-TurboID can biotinylate proteins *in vivo* ( Figure 1D), we wondered whether this fusion could label Rad53 interactors at stalled forks. Using the biotinylated protein purification method delineated in Figure 2A, we first assessed whether Rad53-TurboID specifically targeted Mrc1 (Claspin), a known Rad53-interactor at stalled replisomes ( McClure & Diffley, 2021). Purification of biotinylated proteins from cells lacking Rad53-TurboID, showed that this assay is specific as we did not detect Rad53, Mrc1 or a negative control (actin) in the bound fraction ( Figure 2B, left). In Rad53-TurboID containing S-phase cells, without HU, we did detect Rad53 bound to beads, suggesting that Rad53-TurboID can biotinylate itself, but we did not detect Mrc1 or actin ( Figure 2B, middle). Importantly, in HU we not only detected the phospho-shifted Rad53-TurboID, but we also detected Mrc1 in the streptavidin-bound fraction ( Figure 2B, right), showing that Rad53-TurboID can label specific Rad53-interactors in HU. To further confirm that the biotin labelling of Mrc1 by Rad53-TurboID is specific to Rad53, not simply due to TurboID being expressed and localised to the nucleus, we performed an additional control comparing Rad53-TurboID to a nuclear NLS-GFP-TurboID. Significantly, only in the strain containing Rad53-TurboID did we detect Mrc1 bound to streptavidin beads (Supplementary Figure 2A in *Extended data* ( Zegerman, 2023)), again showing that this assay can specifically identify Rad53-interactors.

**Figure 2.**
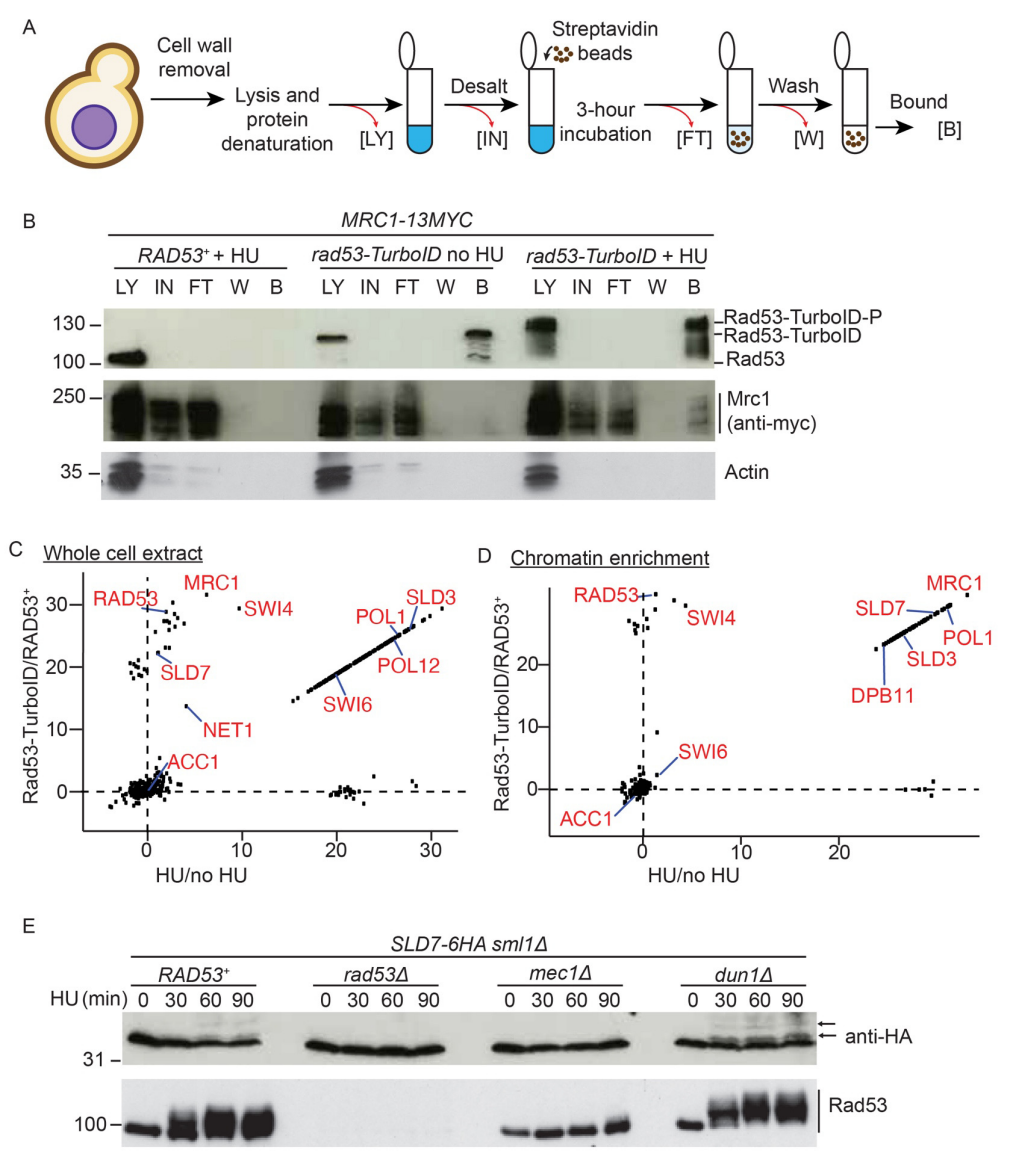
*In vivo* biotinylation strategy identifies new Rad53-interactors. **A**) Protocol for isolation of biotinylated proteins from yeast. LY = lysate, IN = input, FT = flow through, W = wash, B = bound. **B**) Western blot of the biotinylated purified proteins from the indicated strains, released from G1 phase into either a normal S-phase (no HU) or S-phase in the presence of 200 mM HU (+ HU). **C**) Label-free quantification (LFQ) analysis of mass spectrometry results from the whole cell extracts. The analysis compares HU treated *versus* untreated on the x-axis and the Rad53-turboID tagged strain *versus* the untagged wild type strain on the y-axis. Each dot represents a different statistically significant protein hit. Some key replication factors and known Rad53 interactors/substrates are indicated in red. Acc1, acetyl-CoA carboxylase, is a biotin containing enzyme and an expected hit in all conditions. LFQ values of zero were converted to 1 to allow the calculation of the ratios, which is why many of the hits lie on a diagonal line (see methods). **D**) As c), except from the chromatin enriched proteome. **E**) Western blot of HA-tagged Sld7 from the indicated strains. Lower mobility, likely phosphorylated forms of Sld7 are highlighted with arrows.

To identify Rad53-interactors in an unbiased way we performed mass-spectrometry on streptavidin purified biotinylated proteins. For this analysis we used the same approach as in Figure 2B, whereby we compared a strain with wild type *RAD53* versus *rad53-TurboID*, with and without HU. Data from this mass-spectrometry analysis (Supplementary Table 1 in *Extended data* ( Zegerman, 2023)) are presented as a comparison between Rad53-TurboID *versus* untagged Rad53 (y-axis, Figure 2C) and a comparison between HU arrested *versus* normal S-phase cells (x-axis, Figure 2C). Hits in the lower left include TurboID-independent biotinylated proteins, such as Acc1 (Acetyl-CoA carboxylase), while hits in the top left are specific to Rad53-TurboID, but are not preferentially biotinylated in HU, such as Rad53 itself ( Figure 2C). Importantly, hits above and to the right of the dotted lines are proteins that are preferentially biotinylated by Rad53-TurboID in HU ( Figure 2C). Hits in this category include several known Rad53 interactors such as the replication protein Mrc1, the transcription factor Swi6 and the nucleolar protein Net1 ( Smolka *et al.*, 2006). To further increase the specificity of this approach for identifying new replication targets of Rad53, we performed the same experiment as in Figure 2A, but after cell lysis we separated the chromatin fraction from the cytosolic fraction using a detergent-based method ( Desdouets *et al.*, 1998). This method indeed enriched Rad53-replisome interactors in HU including Mrc1 ( Figure 2D; Supplementary Table 1 in *Extended data* ( Zegerman, 2023)).

TurboID causes labelling of direct interactors but the biotinylation radius of TurboID can also lead to labelling of proteins that are proximal to true interactors ( Qin *et al.*, 2021). For example, Swi6, which is a known interactor with Rad53 ( Sidorova & Breeden, 1997; Smolka *et al.*, 2006), binds to the transcription factor Swi4 and both proteins were identified as hits in this TurboID analysis ( Figure 2C–D). As the streptavidin pulldowns are performed on denatured protein samples ( Figure 2A), Swi4 is not enriched by virtue of binding to Swi6, but instead is likely to be biotinylated by Rad53-TurboID.

Swi6 not only binds to Rad53 but is also a Rad53 substrate ( Sidorova & Breeden, 1997; Smolka *et al.*, 2006). In addition, Sld3 is a substrate of Rad53 ( Lopez-Mosqueda *et al.*, 2010; Zegerman & Diffley, 2010) and is a prominent TurboID hit ( Figure 2C–D), but does not directly interact with Rad53 ( Can *et al.*, 2019). We therefore wondered whether, in similarity to Sld3 and Swi6, Rad53-TurboID hits might also be Rad53 substrates. The Sld3-binding protein Sld7 is enriched as a Rad53-proximal protein ( Figure 2C–D) and the human orthologue of this protein, MTBP, has recently been shown to be phosphorylated in a checkpoint kinase-dependent manner in human cells ( Ferreira *et al.*, 2021). Analysis of Sld7 phosphorylation using phos-tag gel electrophoresis, demonstrated that in wild type cells at least two lower mobility forms of Sld7 can be detected in the presence of HU ( Figure 2E), which were not present in cells lacking Rad53 activation ( *mec1∆*) or in *RAD53* null cells, but were apparent in cells lacking the Dun1 kinase, which is downstream of Rad53 ( Figure 2E). This experiment suggests that the Sld3-binding protein Sld7 is also likely to be a substrate of Rad53 *in vivo*.

Comparison of the Rad53-TurboID hits from this study with existing phospho-proteomic studies with Rad53 (citations for these studies are as follows: Bastos de Oliveira *et al.*, 2015; Chen *et al.*, 2010; Ho *et al.*, 2002; Hustedt *et al.*, 2015; Lao *et al.*, 2018; Smolka *et al.*, 2007; Smolka *et al.*, 2006; Zhou *et al.*, 2016), showed only a small degree of overlap between these approaches (Supplementary Figure 2B in *Extended data* ( Zegerman, 2023)), suggesting that Rad53-TurboID hits are not necessarily Rad53 substrates. Together, these experiments demonstrate that TurboID can identify interactors and substrates of Rad53 *in vivo*.

### DNA polymerase alpha interacts with Rad53 *in vivo*

The DNA polymerase subunit of Pol α (Pol1), the enzyme responsible for priming leading and lagging strand synthesis, was identified by TurboID as a potentially novel Rad53 interactor in both whole cell extracts and on chromatin ( Figure 2C–D). To confirm that Pol1 interacts with Rad53 we performed co-immunoprecipitations, which demonstrated that Rad53 interacts with Pol1 in HU ( Figure 3A), but less so in the absence of HU ( Figure 3B). To assess this interaction by another method, we used bi-molecular fluorescence complementation (BiFC, Sung & Huh, 2007), whereby Pol1 and Rad53 were separately tagged with parts of YFP, which only fluoresce when the two parts of YFP are brought together ( Figure 3C). N-terminal tagging of Pol1 and internal tagging Rad53 (as for TurboID, Figure 1) with these split fragments of YFP did not affect the essential functions of these proteins (Supplementary Figure 3 in *Extended data* ( Zegerman, 2023)). Significantly, YFP fluorescence was only observed in yeast that contain both Pol1 and Rad53 tagged with the split fragments of YFP ( Figure 3C–D), suggesting that these two proteins indeed interact *in vivo*. As was the case for the Co-IPs ( Figure 3A–B), the BiFC between Pol1 and Rad53 was enhanced in cells arrested in HU rather than a normal S-phase ( Figure 3E–F). These interaction analyses support the TurboID data that Pol1 and Rad53 interact, preferentially in cells with stalled replisomes.

**Figure 3.**
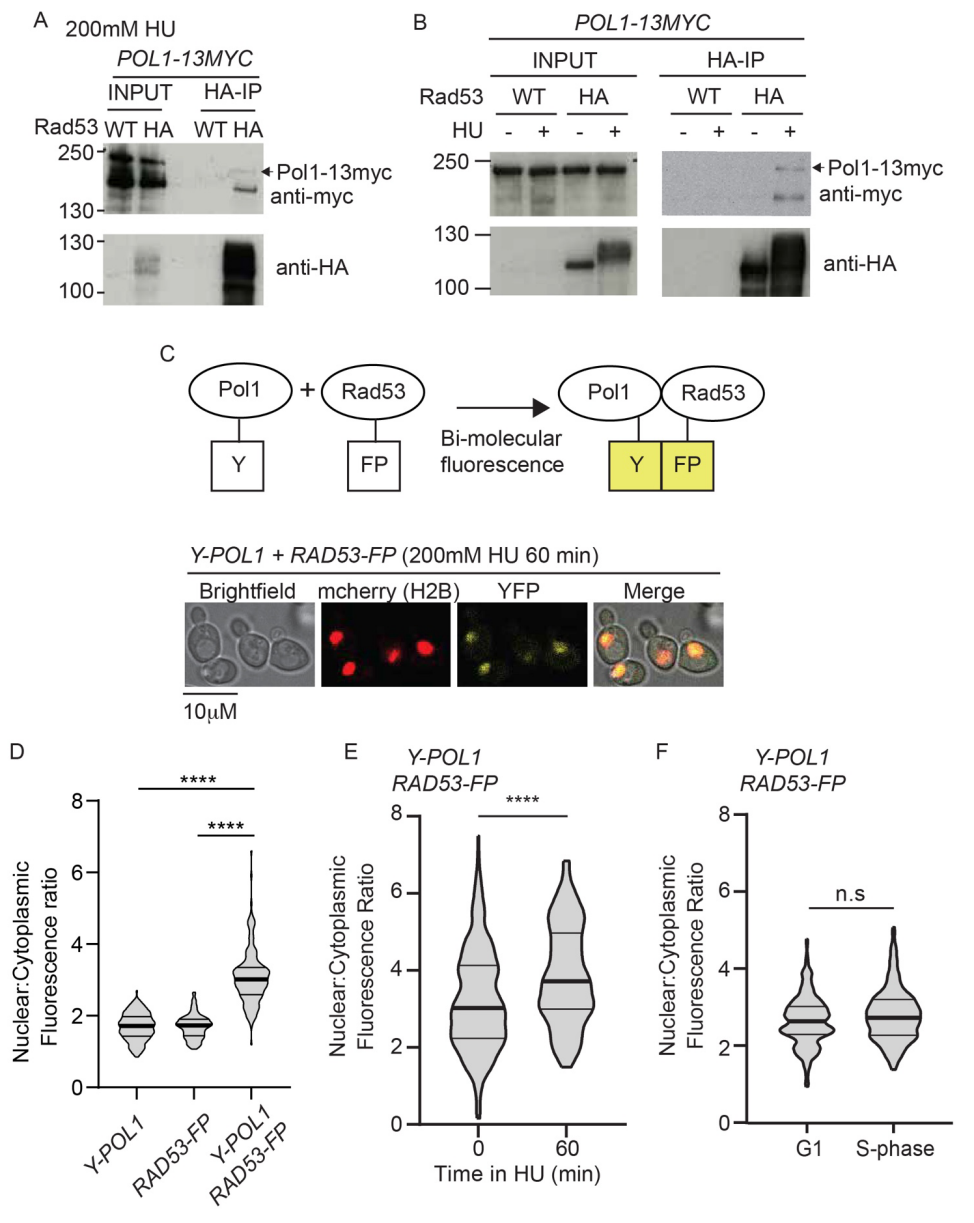
Rad53 interacts with Polymerase alpha *in vivo*. **A**) Anti-HA immunoprecipitation (IP) from a *RAD53* wild type (WT) strain or a strain containing internally tagged Rad53-6HA (HA). All strains contain *POL1-13myc* and were arrested in 200 mM HU. **B**) As a), except IP performed from strains released from G1 phase into S-phase in the presence (+) or absence (-) of HU. **C**) Top, schematic diagram of bi-molecular fluorescence assay. Endogenous Pol1 was N-terminally tagged with a fragment of YFP (Y), while Rad53 was internally tagged with the remaining fragment of YFP (FP). Interaction between Pol1 and Rad53 would bring together the two halves of YFP to allow fluorescence (in yellow). Bottom, example images of yeast containing these YFP fragment tagged Pol1/Rad53 constructs treated with 200 mM HU for 60 minutes after release from G1 phase. Strains also contain H2B-mcherry to delineate the nucleus. **D**) Violin plot of the nuclear to cytoplasmic fluorescence ratio of strains containing the individual YFP fragment alleles or both. These cells were released from G1 phase into 200 mM HU for 60 minutes. n>150, p-value from a t-test **** < 0.0001. **E**) Violin plot of the YFP fluorescence ratio, as in d) from cells containing both Y-Pol1 and Rad53-FP, released from G1 phase (0) into 200 mM HU for 60 minutes. n>100, p<0.0001 (****). **F**) As e), except cells were released into S-phase in the absence of HU for 60 minutes. n>150, n.s = not significant.

### DNA polymerase alpha is phosphorylated by CDK not checkpoint kinases *in vivo*

As TurboID identified Rad53 interactors, such as Pol1 ( Figure 3), and also substrates ( *e.g.*, Sld7, Figure 2E), we set out to determine whether Rad53 not only binds to, but also phosphorylates DNA polymerase alpha. Both Pol1 and the non-catalytic B-subunit of Pol α, Pol12, have been shown to be phosphorylated by CDK *in vivo* ( Desdouets *et al.*, 1998; Holt *et al.*, 2009; Pellicioli *et al.*, 1999). Pol1 and Pol12 have 13 and 12 potential CDK sites (SP/TP), respectively, ( Figure 4A) and to demonstrate their role in Pol α phosphorylation we generated alleles of both Pol1 and Pol12 that contain alanine mutations in the serines/threonines of all their CDK sites ( *pol1-13A* and *pol12-12A*). Notably yeast containing these alleles are viable ( *e.g.*, Figure 4B–C), showing that these CDK sites are not required for any essential functions of DNA polymerase alpha.

**Figure 4.**
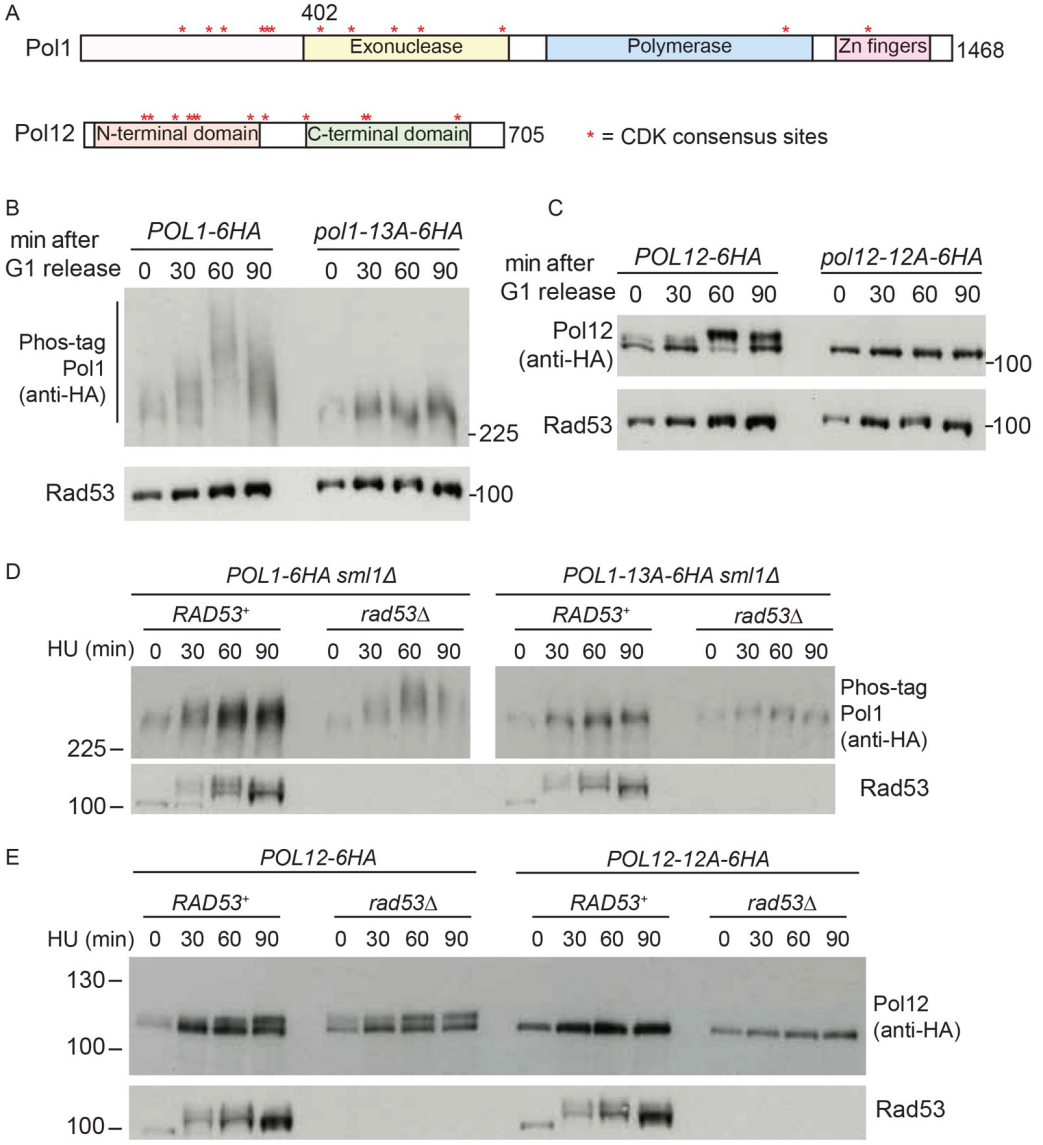
Polymerase alpha subunits Pol1 and Pol12 are CDK phosphorylated in S-phase. **A**) Scale diagram of the two largest subunits of polymerase alpha from yeast. * refers to CDK consensus sites. **B**) Western blot of the indicated strains released from G1 phase (0) into S-phase for the indicated times. All 13 serines/threonines within CDK consensus sites are mutated to alanine in the *pol1-13A* mutant. **C**) As b), except with the Pol12 tagged strains. All 12 serines/threonines within CDK consensus sites are mutated to alanine in the *pol12-12A* mutant. **D**) As b), except cells were released from G1 phase into S-phase with 200 mM HU. **E**) As c), except cells were released from G1 phase into S-phase with 200 mM HU.

While wild type Pol1 and Pol12 become phosphorylated upon entry into S-phase, consistent with the timing of activation of CDK, Pol1-13A and Pol12-12A were not detectibly phosphorylated under these conditions ( Figure 4B–C). To determine whether Pol1 and Pol12 are phosphorylated by Rad53, we performed the same experiment but in cells released from G1 phase into HU to stall forks globally and activate Rad53 ( Figure 4D–E). In HU, neither Pol1-13A nor Pol12-12A were visibly phosphorylated, either in the presence or absence of Rad53 ( Figure 4D–E), suggesting that only the CDK sites contribute to Pol1/Pol12 phosphorylation in HU. We obtained a similar result when we analysed wild type Pol1/Pol12 in HU arrested cells in which CDK is inhibited (Supplementary Figure 4A-B in *Extended data* ( Zegerman, 2023)).

Consistently with previous reports ( Palou *et al.*, 2015; Pellicioli *et al.*, 1999), Pol1 and Pol12 actually appeared to be more phosphorylated in cells that lack Rad53 ( Figure 4D–E) or the upstream kinase Mec1 (Supplementary Figure 4C-D in *Extended data* ( Zegerman, 2023)). One possible explanation for this is that Mec1/Rad53 may inhibit CDK activity by multiple mechanisms ( Palou *et al.*, 2015), leading to higher CDK activity and therefore more Pol1/Pol12 phosphorylation in *mec1∆* or *rad53∆* cells. Together these data confirm that both Pol1 and Pol12 are CDK substrates *in vivo*, but it is not likely that these proteins are phosphorylated by the checkpoint kinases.

### Rad53 interacts with a CDK phosphorylated site in Pol1

Rad53 interacts with phosphorylated proteins, such as Cdc45 and Mrc1, *via* its FHA domains ( Can *et al.*, 2019; Smolka *et al.*, 2006). Since Pol1 is phosphorylated by CDK we wondered whether these phosphorylations might be important for the interaction with Rad53. The Rad53 FHA1 domain preferentially interacts with phospho-threonines within pTXXD motifs, while FHA2 preferentially binds to pTXXI motifs ( Durocher *et al.*, 2000). Significantly, while there are no TPXI motifs in Pol1, the CDK site at amino acid 402 (TPXD) forms a potential FHA1 interaction motif ( Figure 5A). To determine whether this site can interact with the FHA1 domain of Rad53, we performed GST pulldowns with Pol1 peptides and the Rad53 FHA1 domain expressed in bacteria. While the unphosphorylated Pol1 peptide (amino acids 393-412) did not bind to the FHA1 domain, the phosphorylation of T402 resulted in specific interaction with FHA1 ( Figure 5A). To determine whether T402 mediates the interaction between Pol1 and Rad53 in yeast, we performed a yeast two-hybrid analysis. Wild type full length Pol1 interacts with both full length Rad53 and the Rad53 FHA1 domain alone ( Figure 5B). Importantly, mutation of T402 to alanine (hereafter called Pol1-1A), greatly reduced the interaction between Pol1 and full length Rad53, as well as with the FHA1 domain alone, but critically did not affect the interaction with Pol12 ( Figure 5B). These data show that the interaction between Pol1 and Rad53 is at least in part mediated by Rad53 FHA1-mediated binding to the Pol1 CDK site T402.

**Figure 5.**
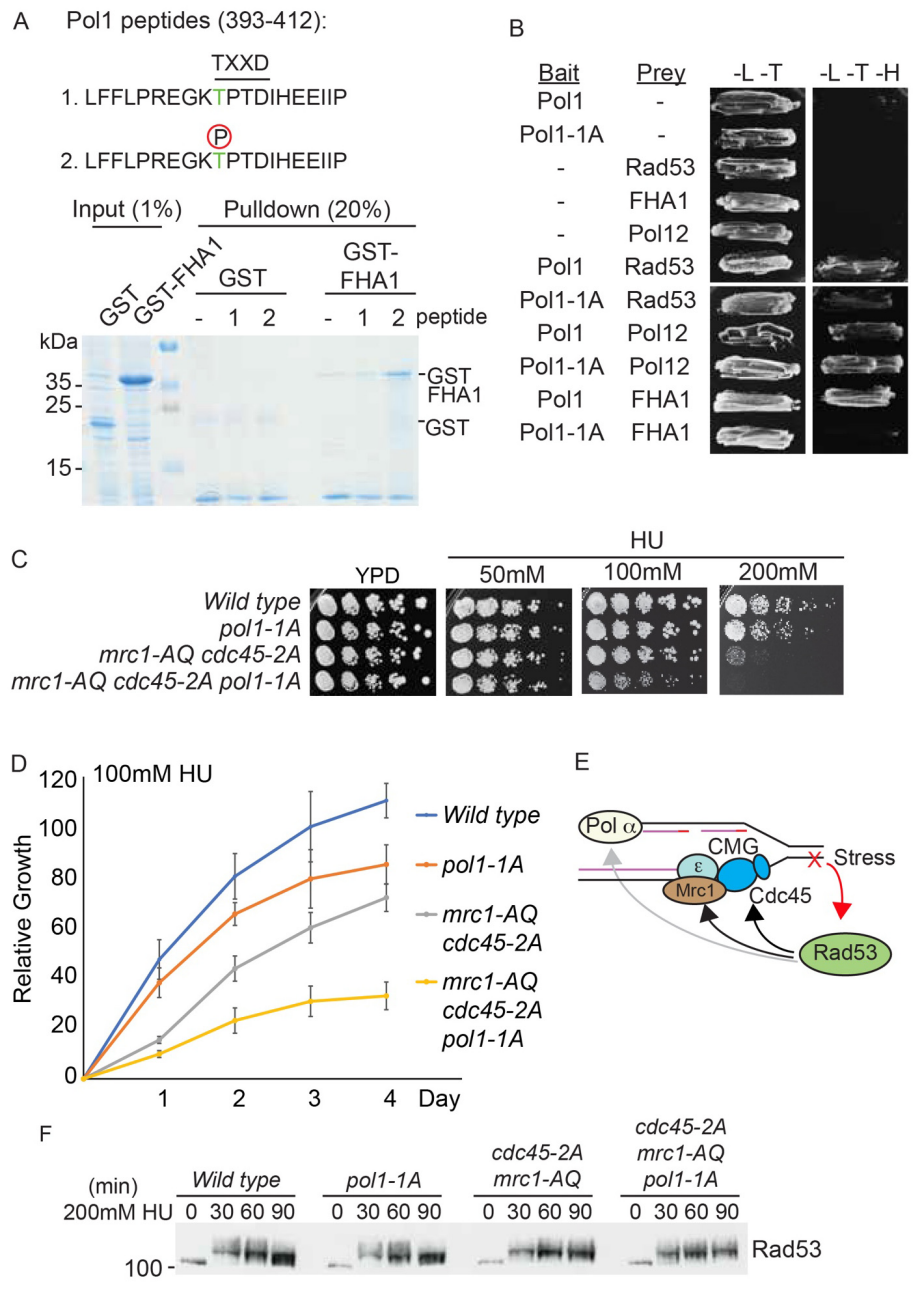
Interaction between phosphorylated residue T402 in Pol1 and Rad53 FHA1 is required for viability in HU. **A**) Top, sequence of the Pol1 peptides (393-412) containing the putative FHA binding consensus TXXD, which also contains a CDK consensus site (TP). Peptide 1 is unphosphorylated, peptide 2 contains phospho-threonine at position 402. These peptides contain a N-terminal biotin moiety (not shown). Bottom, Coomassie stain of a streptavidin pulldown of the biotinylated Pol1 peptides incubated with *E. coli* whole cell extracts expressing either GST or GST fused to the Rad53 FHA1 domain (1-165). **B**) Yeast two-hybrid analysis of the indicated bait and prey proteins (- indicates empty vector control). All proteins are full length, except for the FHA1 domain of Rad53 (1-165). Pol1-1A contains a T402A mutation at the TXXD consensus site. -L-T media is non-selective, while -L-T-H media is selective for interacting proteins. **C**) Growth assays of the indicated yeast strains on YPD media, with or without the addition of HU. All plates were grown at 30°C and this image was taken at 48 hours. The *mrc1-AQ* mutant has all 17 Mec1/Tel consensus phosphorylation sites mutated to alanine and the *cdc45-2A* mutant has the Rad53 interaction sites (T189/T195) mutated to alanine. **D**) Quantitation of the 100 mM HU plate growth assay in c) over time. Error bars are SD, n=3. **E**) Schematic diagram showing interactions of Rad53 with components of the leading strand machinery (Cdc45/Mrc1) and the lagging strand machinery (Pol alpha). Rad53 binds to Cdc45 and Mrc1 and also phosphorylates them (black arrows), while Rad53 binds to, but does not phosphorylate Pol1 (grey arrow). **F**) Rad53 western blot of the indicated strains released from G1 phase into S-phase with 200mM HU.

Although Pol12, the B-subunit of DNA polymerase α, which interacts with Pol1, was identified by TurboID in whole cell extracts ( Figure 2C), we did not detect any interaction between Pol12 and Rad53 by yeast two-hybrid analysis and Pol12 has no TPXI or TPXD motifs. Therefore, we consider it likely that Pol12 was targeted by Rad53-TurboID ( Figure 2C) due to its proximity to Pol1.

### Rad53 interaction with Pol1 is important for regulating replisome progression in response to replication stress

Having identified the site of interaction between Pol1 and Rad53 ( Figure 5A–B), we set out to determine how important this interaction is for the checkpoint response to replication stress. The Pol1-1A mutation, which abrogates the interaction with Rad53 ( Figure 5B), shows no growth defect on normal media and only a minor defect in the presence of HU ( Figure 5C–D). As there are at least two other interactions between Rad53 and the replisome, *via* Cdc45 and Mrc1 ( Figure 5E, Can *et al.*, 2019; Chen *et al.*, 2014), we wondered whether combined mutation of these different modes of interaction between Rad53 and the replisome might lead to synergistic defects in the response to replication stress. Mutation of the Mec1-phosphorylated, Rad53-interaction sites in Mrc1 ( *mrc1-AQ* mutant) and the two Rad53-interaction TXXD motifs in Cdc45 ( *cdc45-2A* mutant) together results in some sensitivity to fork stalling agents ( Figure 5C–D, Can *et al.*, 2019). Importantly, combination of the *pol1-1A* mutation with these other Rad53-interaction mutants led to significantly worse growth in the presence of HU ( Figure 5C–D). This fitness defect was not due to a defect in Rad53 activation ( Figure 5F). These data demonstrate that the interaction between Pol1 and Rad53 is important during replication stress, particularly in cells that lack other interactions between Rad53 and the replisome.

Since the Pol1-Rad53 interaction contributes to cell fitness in response to HU, we wondered whether this interaction is important for replisome progression. Analysis of S-phase progression after release of cells arrested in HU, showed that the *pol1-1A* mutant strain progressed through S-phase similarly to the wild type strain, whereas the triple mutant that abrogates the Rad53 interaction with Pol1, Mrc1 and Cdc45 ( *pol1-1A mrc1-AQ cdc45-2A*) showed S-phase defects compared to the *mrc1-AQ cdc45-2A* strain ( Figure 6A). These S-phase defects were not due to defective Rad53 activation ( Figure 6B), but as in Figure 5F, we noticed that Rad53 deactivation was delayed in the *pol1-1A mrc1-AQ cdc45-2A* strain. This delay in Rad53 deactivation is consistent with continued defects in replication fork progression, even after HU has been washed away.

**Figure 6.**
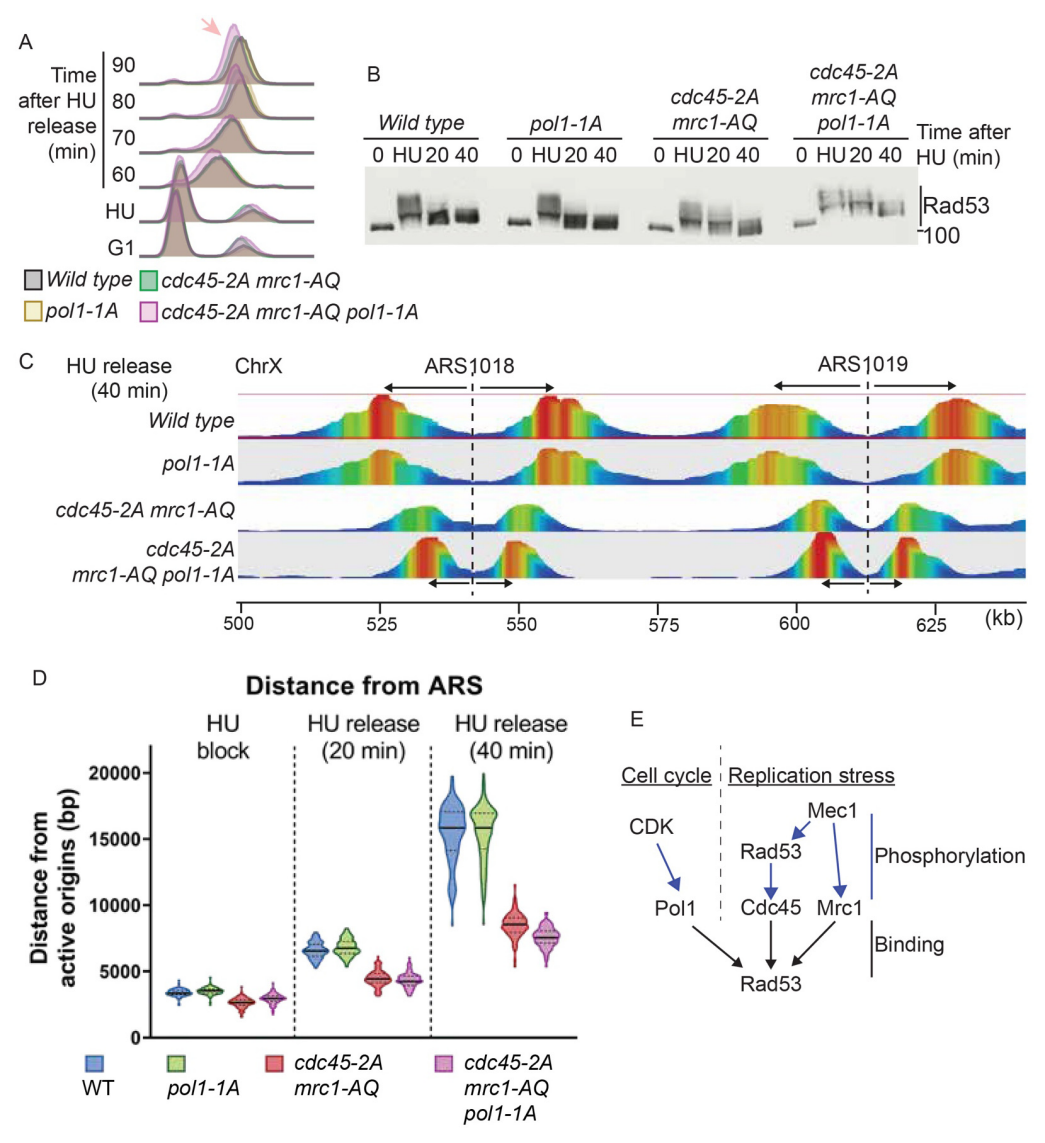
Rad53 interaction with replication proteins, including Pol1, affects fork progression. **A**) Flow cytometry of the indicated strains released from G1 phase (0) into S-phase with 200 mM HU for 30 minutes (HU), followed by washing away the HU and release. The arrow indicates a delay in S-phase completion in the *cdc45-2A mrc1-AQ pol1-1A* strain. **B**) Rad53 western blot of the experiment in a). **C**) TrAEL-seq analysis of replication forks 40 minutes after release of the indicated strains from HU arrest. Only a fragment of Chromosome X is shown here. TrAEL-seq reads are coloured by abundance from red to blue. The position of the origins ARS1018 and ARS1019 are indicated with dotted lines and the direction of movement of replication forks from the origins is indicated with arrows. **D**) Violin plot of the distance of replisomes from origins at the indicated times after release from HU. The average distance travelled by forks from each origin was calculated based on the site of maximum read count within 20 Kb of the origin. The y-axis is to the distance of each replication fork from the corresponding origin. The data here are representative from two biological repeats. The p-values from the averages of these biological replicates is in Supplementary Figure 5. **E**) Rad53 binds to at least three proteins at the replication fork; Pol1, Cdc45 and Mrc1 (black arrows). The interaction of Rad53 with Mrc1 and Cdc45 is mediated by phosphorylation of these proteins by Mec1 and Rad53 respectively (right, blue arrows). Pol1 on the other hand, is phosphorylated by CDK, which allows binding of Pol1 to Rad53 FHA1 (left). Therefore, the interactions between Rad53 and the replication machinery are regulated both by replication stress (right) and by the cell cycle (left).

To assess replisome progression directly, we analysed DNA replication using TrAEL-seq, which captures the position of 3’ DNA ends across the genome at base pair resolution ( Kara *et al.*, 2021). This method preferentially labels the leading strand and provides a measurement of fork position across a population of cells. 

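TrAEL-seq libraries were made from 4 strains of budding yeast, the wild type, *pol1-1A*, the *mrc1-AQ cdc45-2A* double mutant and the *mrc1-AQ cdc45-2A pol1-1A* triple mutant strain. Each strain was sampled in the HU block (hydroxyurea, which stalls forks by depleting nucleotides, at 200 mM) and at 20 and 40 minutes after its removal, with 2 biological replicates of each, giving 24 libraries. The libraries of one time point and one replicate were ligated to different adaptors and processed as 1 of 6 pools of 5 libraries. The fifth library of each pool was a share of a preparation from asynchronous wild type cells, added as a spike-in. The authors removed duplicate reads, truncated each read to 1 nucleotide next to the 3’ DNA end and left out repeated regions of the genome. They then summed the reads of both strands in running windows and normalized the sums to all mapped reads (RPM). The windows were 2000 bp wide and started every 200 bp, so that a fork position is resolved only to the window step. Every deposited value was a whole multiple of the value of 1 read, which gave back the number of reads per library. Wild type libraries held 2974768 to 7214255 mapped reads (median 4465926), *pol1-1A* libraries 3367686 to 7031231 (median 4979590), double mutant libraries 4413039 to 9728813 (median 8356226) and triple mutant libraries 5312127 to 10460920 (median 7810096). The 6 spike-in libraries were smaller, at 317539 to 1333846 reads (median 945946). The median window held between 102 and 1212 reads across the 24 libraries. The published list of ARS sites was not used here, and each origin was taken as the midpoint between a pair of neighbouring TrAEL-seq peaks in the mean of both wild type HU block libraries. The pairs had to lie 4 to 9 kb apart, a limit set after the distances between peaks had been seen, and this gave 136 origins. By this construction the left and right forks of the wild type in the HU block lie equally far from an origin on average, at a distance that the limit bounds. The 40% of these origins with the lowest signal in 10 kb were left out, where the paper applies this share to windows centred on a list of ARS sites. As in the paper, 20 kb arms on either side of the remaining 81 were smoothed over 15 windows with a polynomial of order 2. Arms with more than 1 peak in the wild type HU block, and arms that ran past a chromosome end, were left out. This left 131 arms of single origins, and the position of the highest window in an arm was taken as the fork. The median distance over the arms of a library is 1 value, and errors below are SDs over the 2 replicates. Differences were tested with limma's rotation test fry over all arms of the 24 libraries, two-sided, with Benjamini-Hochberg adjustment over the 9 comparisons of strains.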

For TrAEL-seq, we synchronised cells in G1 phase, released them into 200 mM HU to arrest all forks and then we released the cells into normal media to analyse fork recovery, as in Figure 6A–B. Analysis of replication fork position after arrest and release from HU, showed that fork position and recovery in the *pol1-1A* mutant strain was very similar to wild type ( Figure 6C–D), demonstrating that Pol1 interaction with Rad53 by itself plays little role in regulating the progression of the leading strand during stress. 

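In the HU block the median distance of forks from origins was 3150 ± 212 bp (SD, n = 2) in the wild type and 3250 ± 212 bp (SD, n = 2) in *pol1-1A*. The *pol1-1A* forks lay 100 bp farther out in both replicates (fry, adjusted p = 0.782, and 0.735 with the pool as a replicate block). At 20 minutes the distance was 7200 ± 849 bp in the wild type and 7550 ± 1202 bp in *pol1-1A*, a difference of 350 bp (fry, adjusted p = 0.718) that was 100 bp in replicate 1 and 600 bp in replicate 2. Of the other ways of measuring, the median position of the signal in the arm moved the HU block difference most, to 369 bp, with 713 bp in replicate 1 and 26.1 bp in replicate 2, so that this value rests on replicate 1. The fork positions were also read at ARS1018 and ARS1019, which were taken as the only 2 origins called between 500 and 640 kb of chromosome X, the fragment shown in Figure 6C. Their midpoints lay at 540300 and 613100 bp in the coordinates of the deposited windows, whose genome build is not named in the paper's text. At 40 minutes the left fork of ARS1018 had moved 16700 bp in both wild type libraries and 16500 bp in both *pol1-1A* libraries. Its right fork was at 15900 ± 2546 bp (SD, n = 2) in both strains. At ARS1019 the left fork was at 19000 ± 1273 bp in the wild type and 18500 ± 1697 bp in *pol1-1A*, and the right fork at 16900 bp and 17000 ± 424 bp. None of these 4 arms differed between the strains (limma per arm, adjusted p = 1 for each).

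**Figure D1:**
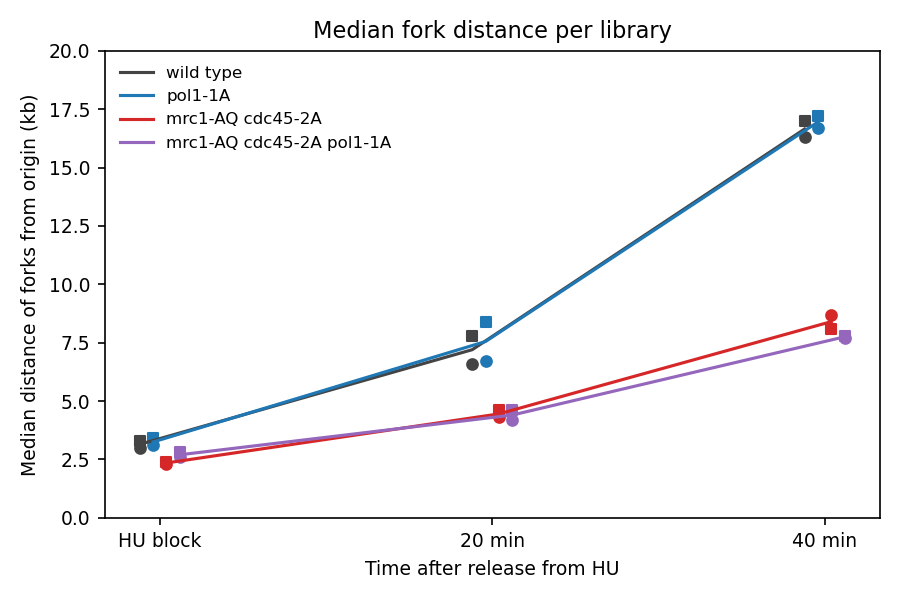
Median distance of replication forks from origins (kb, y axis) against time after release from HU (x axis) in 4 strains. Circles are replicate 1, squares are replicate 2 and lines join the means. At 40 minutes wild type and *pol1-1A* libraries lie between 16300 and 17200 bp, and double and triple mutant libraries between 7700 and 8700 bp.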

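At 40 minutes the median distance of forks from origins was 16650 ± 495 bp (SD, n = 2) in the wild type and 16950 ± 354 bp (SD, n = 2) in *pol1-1A*. Forks of *pol1-1A* therefore lay 300 bp farther from origins, by 400 bp in replicate 1 and 200 bp in replicate 2 (fry, adjusted p = 0.782). With 2 libraries against 2, an exact two-sided permutation test of the medians gave p = 0.667, where the smallest p it allows is 0.33. The highest window lay within 1 kb of the outer end of the arm in 8.40% to 11.5% of wild type arms and 8.40% to 14.5% of *pol1-1A* arms, so that some distances are limited by the 20 kb arm. Taken singly, 0 of 131 arms differed between the strains at an adjusted p under 0.05 (limma per arm), and 6 did at an unadjusted p under 0.05. Without smoothing, and with the median position of the signal, this count was 1. Forks lay closer to the origin in *pol1-1A* in both replicates at 9 arms and farther in both replicates at 23 arms. The signal was also compared in 11376 windows of 1 kb over the genome, as log2(RPM + 1). None of these windows passed an adjusted p of 0.05 (limma-trend, 0 windows), and 138 did so without adjustment. A change of more than 1.5-fold was seen at 1517 windows in replicate 1 alone and at 111 in replicate 2 alone, so that this count rests on replicate 1. Quantile normalization moved the count of windows without adjustment most, to 454.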

By averaging the position of all forks across two biological repeats, we do observe a statistically significant small reduction in fork progression in the *pol1-1A* mutant strain at 40 minutes after recovery from the HU arrest (Supplementary Figure 5A in *Extended data* ( Zegerman, 2023)). This difference is unlikely to be due to a change in the number of fired origins, as we observe no difference in origin firing between the wild type and the *pol1-1A* mutant strain as determined by counting the number of peaks in the TrAEL-seq analysis (which gives a value that is twice the total number origins that have fired, as there are 2 forks per origin, (Supplementary Figure 5B in *Extended data* ( Zegerman, 2023)).

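Peaks were counted in each smoothed HU block profile as maxima at least 2 kb apart that rose above their surroundings by at least the mean window value of the library. The wild type had 308 and 303 peaks (mean 305.5 ± 3.54, SD, n = 2) and *pol1-1A* had 302 and 321 (mean 311.5 ± 13.4, SD, n = 2). The ratio of the means was 1.02, from 0.981 in replicate 1 to 1.06 in replicate 2 (exact permutation test, p = 1). Over the 6 pools of all time points, *pol1-1A* had more peaks in 3 of 6 pairs (exact sign flips, p = 0.969). The pools after release enter here too, and their peaks do not stand for fired origins alone. Requiring peaks to rise by 3 times the median window value moved this ratio most, to 1.07. That rule gave 0.897 in replicate 1 and 1.23 in replicate 2, and its bar follows a median that differs between libraries. The summed signal was also compared in 10 kb windows centred on the 136 origins. None of them passed an adjusted p of 0.05 in limma (0 windows), and 8 did so without adjustment. With the pool as a replicate block 0 passed and 64 did so without adjustment. The median change over these windows was -0.23 on the log2 scale, and it was 0.00 after quantile normalization, which moved it most.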

Unlike the *pol1-1A* mutant strain, the Cdc45 and Mrc1 mutants that cannot interact with Rad53, showed a major defect in fork recovery, with forks remaining closer to origins even after HU was washed away ( Figure 6C–D). 

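Double mutant forks lay 2350 ± 70.7 bp (SD, n = 2) from origins in the HU block, 4450 ± 212 bp at 20 minutes and 8400 ± 424 bp at 40 minutes. In the HU block the difference from wild type forks was -800 bp, with -700 and -900 bp in the 2 replicates, and it did not pass the threshold (fry, adjusted p = 0.307). At 20 minutes the difference had grown to -2750 bp, from -2300 bp in replicate 1 to -3200 bp in replicate 2 (fry, adjusted p = 0.000269). At 40 minutes it was -8250 bp, with -7600 and -8900 bp in the replicates (fry, adjusted p = 9.12e-10). These differences are several times the spread between replicates at both times after release. The median position of the signal, which moved the 40 minute value most, gave -4278 bp. Of the 131 arms, 120 differed from the wild type at 40 minutes at an adjusted p under 0.05 (limma per arm), with the double mutant fork closer to the origin at 118 and farther at 2. With no origin left out for low signal 172 of 226 arms differed, 143 closer and 29 farther. At ARS1018 the left fork of the double mutant was at 8300 bp in both libraries, a change of -8400 bp from the wild type (standard error 804 bp, limma adjusted p = 9.25e-08). The right fork was at 9500 ± 283 bp, a change of -6400 bp (standard error 1064 bp, limma adjusted p = 4.21e-05). At ARS1019 the forks were at 8800 ± 141 bp on the left and 7400 ± 141 bp on the right. The changes there were -10200 bp (standard error 704 bp, limma adjusted p = 2.17e-09) and -9500 bp (standard error 313 bp, limma adjusted p = 5.35e-13). Across the genome 3666 of the 1 kb windows differed in signal at 40 minutes (limma-trend, adjusted p under 0.05), 2149 with more signal in the double mutant and 1517 with less. With the pool as a replicate block this count rose to 5805, and a fit of only the 4 libraries compared moved it most, to 7264.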

A reduction in fork progression in this strain may be partially explained by the fact that the *mrc1-AQ* mutant leads to more origin firing in HU (Supplementary Figure 5B in *Extended data* ( Zegerman, 2023) and Serra-Cardona *et al.*, 2021)), but likely also reflects an important role for Cdc45 and Mrc1 in regulating leading strand progression during stress ( McClure & Diffley, 2021; Serra-Cardona *et al.*, 2021).

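The double mutant had 416 and 417 TrAEL-seq peaks in the HU block libraries (mean 416.5 ± 0.707, SD, n = 2), which is 1.36 times the wild type number and 1.35 and 1.38 times in the replicates. The exact permutation test of 2 against 2 libraries gave its smallest p, 0.33. In all 6 pools of the 3 time points the double mutant had more peaks than the wild type (exact sign flips, p = 0.031, the smallest p that 6 pairs allow). The time points of a replicate are not shown to be independent, so that this p may be too low. From the HU block to 40 minutes the wild type number fell to 245 and 268, while the double mutant number rose to 465 and 479. Peaks after release therefore do not count fired origins alone, and only the HU block pools bear on origin firing. The size of this ratio rests on the height a peak must have. When a peak had to rise by 2 times the mean window value, there were 281.5 ± 6.36 peaks in the double mutant and 269 ± 2.83 in the wild type, a ratio of 1.05. In the 10 kb windows around the 136 wild type origins, 46 differed in signal (limma, adjusted p under 0.05), 38 with more signal in the double mutant and 8 with less. With the pool as a replicate block there were 77 such windows, and after quantile normalization 29, of which 17 had more signal and 12 less.

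**Figure D2:**
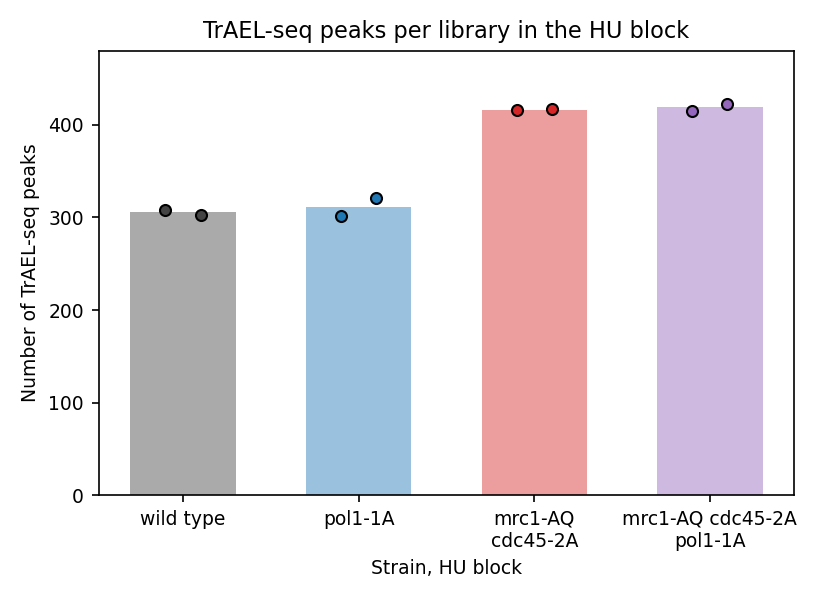
Number of TrAEL-seq peaks (y axis) in the HU block libraries of each strain (x axis). Bars are means of the 2 replicates and points are single libraries, and the double and triple mutant libraries, at 415 to 423 peaks, lie above all wild type and *pol1-1A* libraries, at 302 to 321.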

Importantly, in the triple mutant strain that prevents Rad53 interaction with Pol1, Cdc45 and Mrc1, we observed that forks remained slightly closer to the origins than the *cdc45-2A mrc1-AQ* double mutant alone during the period of fork recovery ( Figure 6C–D, 40 minutes time point and Supplementary Figure 5A in *Extended data* ( Zegerman, 2023)). This difference was not due to a difference in the number of fired origins comparing the *cdc45-2A mrc1-AQ* strain to the *pol1-1A cdc45-2A mrc1-AQ* strain (Supplementary Figure 5B in *Extended data* ( Zegerman, 2023)). This defect in fork recovery is consistent with the reduced total S-phase progression ( Figure 6A) and decreased cell viability in this triple mutant strain ( Figure 5C–D). Together, these data demonstrate that the Pol1-Rad53 interaction, which was identified by TurboID, indeed plays a role in regulating fork progression and cell survival in the presence of replication stress.

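Forks of the triple mutant strain lay 2700 ± 141 bp (SD, n = 2) from origins in the HU block, 4400 ± 283 bp at 20 minutes and 7750 ± 70.7 bp at 40 minutes. In the HU block this was 350 bp farther than in the double mutant, by 300 and 400 bp in the replicates (fry, adjusted p = 0.718). At 20 minutes the difference was -50 bp, with -100 bp in replicate 1 and 0 bp in replicate 2 (fry, adjusted p = 0.782). At 40 minutes it was -650 bp, with triple mutant forks closer to origins in both replicates (-1000 bp in replicate 1 and -300 bp in replicate 2). This did not pass the threshold of the test over all arms (fry, adjusted p = 0.307). The exact permutation test of the medians gave p = 0.33, the smallest it allows. Triple mutant forks were closer in both replicates at 77 of the 131 arms and farther in both at 3. At an adjusted p under 0.05, 5 arms differed, all with the triple mutant fork closer (limma per arm), and 24 did so without adjustment. With the pool as a replicate block 8 arms differed. The largest changes were at both arms of an origin at 337600 bp of chromosome XV, between the genes DNL4 and TSR3. On its right the fork was at 6000 bp in both triple mutant libraries and at 20000 and 19800 bp in the double mutant (change -13900 bp, standard error 2311 bp, limma adjusted p = 0.0021). On its left it was at 7400 bp in both triple mutant libraries and at 19600 and 20000 bp in the double mutant (change -12400 bp, standard error 1052 bp, limma adjusted p = 1.57e-06). These double mutant positions are at the outer end of the 20 kb arm, and with every such arm left out 2 arms differed. They also lie past the wild type positions (16200 and 16400 bp on the left, 16000 and 17200 bp on the right). The median of double mutant forks at 40 minutes was 8400 bp. The highest window of the double mutant in these 2 arms may therefore not be the fork of this origin. The other 3 arms, looked at after their values were seen, were left of an origin at 435800 bp of chromosome IV (-9100 bp), left of 297200 bp of chromosome VIII (-1700 bp) and right of 156900 bp of chromosome XII (-1500 bp), with limma adjusted p from 0.00234 to 0.0118. The double mutant fork of the chromosome IV arm was also at the outer end, at 19200 and 19400 bp, past the wild type positions of 13800 and 19000 bp. None of the 4 arms of ARS1018 and ARS1019 differed between the double and triple mutants, with changes of -100, -1200, -800 and -100 bp (limma, lowest adjusted p = 0.627). Of the 1 kb windows 1 passed the threshold, at 313001 to 314000 bp of chromosome XV, with more signal in the triple mutant (log2 change 1.02, standard error 0.17, limma-trend adjusted p = 0.0366), and 687 did so without adjustment. The median change over all 1 kb windows was -0.24 on the log2 scale. Quantile normalization brought this median to 0.01 and gave 110 windows, 83 with more signal in the triple mutant and 27 with less. The pool as a replicate block gave 8 windows, 3 with more signal in the triple mutant and 5 with less. A fit of only the 4 libraries compared moved the count most, to 3008 windows, 866 with more signal in the triple mutant and 2142 with less. Over 1.5-fold in the mean of both replicates, 95 windows were higher and 2751 lower. No window passed when the reads were scaled to those in the windows (0 windows, 699 without adjustment) or in edgeR's quasi-likelihood test on the recovered reads (0 windows, 710 without adjustment).

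**Figure D3:**
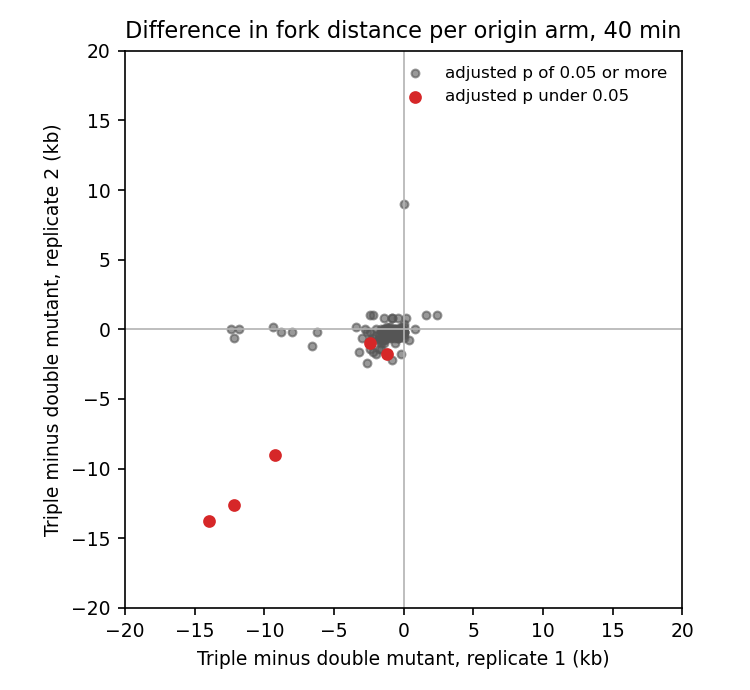
Difference in fork distance between the triple and the double mutant at 40 minutes (kb) in replicate 1 (x axis) and replicate 2 (y axis). Each point is 1 of 131 origin arms, and the 5 red points, with a limma adjusted p under 0.05, are negative in both replicates.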

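In the HU block the triple mutant strain had 415 and 423 TrAEL-seq peaks (mean 419 ± 5.66, SD, n = 2), 1.01 times the double mutant number and between 0.998 and 1.01 times in single replicates (exact permutation test, p = 1). Over all 3 time points the triple mutant had more peaks in 5 of 6 pools (exact sign flips, p = 0.0625). When a peak had to rise by 3 times the median window value, the HU block ratio was 1.22 and the triple mutant had more peaks in 6 of 6 pools (exact sign flips, p = 0.031). In the HU block that median was 33.7 and 22.3 RPM in the triple mutant against 63.0 and 41.5 RPM in the double mutant. This rule therefore set a lower bar for the triple mutant. The HU block ratio was 0.925 at a fixed rise of 50 RPM and 1.09 at 2 times the mean. Both tests over pools take the time points of a replicate as independent, which is not shown. They also include the times after release, when peaks do not count fired origins alone. None of the 136 origin windows differed between these strains in limma (0 at an adjusted p under 0.05, 1 without adjustment). From forks that stay closer to origins in the triple mutant, with a similar number of fired origins, and from S-phase progression and viability in the same strain, the paper concludes that the interaction of Pol1 with Rad53 has a role in fork progression and cell survival under replication stress.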

## Discussion

### TurboID as a method to identify new targets of the checkpoint kinases

The capacity for TurboID to capture transient and unstable interactions, including kinase-substrate interactions, provides a new method to pinpoint the functions of kinases in cells ( Niinae *et al.*, 2021). Despite the low substrate specificity and diversity of functions of Rad53 in response to replication stress and DNA damage, we have validated TurboID as an approach to identify checkpoint kinase interactors and substrates *in vivo*. We considered TurboID to be particularly suited to study Rad53 function, as Rad53 has two phospho-protein interacting FHA domains and has been shown to target substrates through specific protein interactions for example binding Cdc45 to target Sld3 ( Can *et al.*, 2019) and by directly interacting with substrates, such as Dbf4 ( Chen *et al.*, 2013).

Using TurboID, we identified a new substrate of Rad53, the replication initiation factor Sld7 ( Figure 2E). Although we do not yet know the functional importance of Rad53-dependent phosphorylation of Sld7, in human cells this phosphorylation has been shown to regulate origin firing during a normal S-phase ( Ferreira *et al.*, 2021). In yeast, Rad53 inhibits origin firing in the presence of replication stress or DNA damage through phosphorylation of Sld3 and Dbf4 ( Johnson *et al.*, 2021; Lopez-Mosqueda *et al.*, 2010; Zegerman & Diffley, 2010), but it is possible that phosphorylation of Sld7 further enhances this regulation or could modulate functions of Sld7 beyond origin firing. Additionally, we identified the DNA polymerase subunit of Pol α (Pol1) as a new direct interactor with Rad53. This interaction, together with other known interactions of Rad53 with replisome proteins ( Figure 5E), is important for viability and for regulating replication progression in response to HU ( Figure 6). Therefore, from an unbiased TurboID screen, we have identified new physiologically important interactions of Rad53 with the replication machinery.

### Multiple kinases coordinate Rad53 function

Although we did not find any evidence that the checkpoint kinases directly phosphorylate Pol α, we did observe that phosphorylation of a CDK site in Pol1 mediates the interaction with Rad53 ( Figure 5). This suggests that the cell cycle is an important determinant for the targeting of Rad53 to Pol α. In addition to Mec1-dependent and Rad53-dependent phosphorylation of Mrc1 and Cdc45, respectively, to generate binding sites for Rad53, this study shows that multiple kinases control Rad53-targeting to the replisome ( Figure 6E). Such multiplicity of regulation is likely to be important to ensure that Rad53 is not aberrantly targeted to the replication machinery during a normal S-phase (in the absence of Mec1/Rad53 activation) or inappropriately recruited to replication factors outside of S-phase, for example in G1 phase, when CDK activity is low ( Figure 6E). Although a CDK site is required for the interaction between Rad53 and Pol1, our data suggests that replication stress is still important for this interaction, not only from the TurboID analysis ( Figure 2C–D), but also from the Co-IP and BiFC experiments ( Figure 3). We do not currently know why replication stress would be required for this interaction, as Pol1 is CDK phosphorylated in an unperturbed S-phase ( Figure 4B), but it may be that activation and hyperphosphorylation of Rad53 is important for this interaction *in vivo*.

### Rad53 interacts with the leading and lagging strand machinery

Studies suggest that during replication stress the checkpoint coordinates replication progression on both the leading and the lagging strand to minimise the generation of ssDNA ( He & Zhang, 2022). The mechanistic basis for this coordination is poorly understood. Rad53 binding to and subsequent phosphorylation of Mrc1, which is bound to Pol ε and the CMG helicase on the leading strand template ( Baretic *et al.*, 2020; Lou *et al.*, 2008), can slow down the CMG complex in response to stress ( McClure & Diffley, 2021). Rad53-dependent phosphorylation and binding to Cdc45 as part of the CMG complex is also important for recruiting Rad53 to replication forks ( Can *et al.*, 2019). Therefore, through both Cdc45 and Mrc1, Rad53 is actively recruited to the leading strand machinery at stalled forks ( Figure 5E). Here, we identify the Pol α catalytic subunit Pol1 as a new Rad53 interactor, suggesting that Rad53 binds not only to the leading strand through Cdc45/Mrc1, but can also bind to the lagging strand machinery ( Figure 5E).

Recruitment of Rad53 to the leading strand machinery *via* Cdc45 and Mrc1 plays an important role in regulating replication fork progression in HU ( Figure 6C–D). 

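From the HU block to 40 minutes after release, wild type forks advanced by 13500 ± 283 bp (SD, n = 2), or 337.5 bp per minute of release. Double mutant forks advanced by 6050 ± 495 bp (SD, n = 2), or 151 bp per minute. The median of the double mutant advanced less in both intervals, with 2100 ± 141 bp against 4050 ± 636 bp in the first 20 minutes and 3950 ± 636 bp against 9450 ± 354 bp in the next 20. The difference between the strains thus changed by -7450 bp over the 40 minutes, with -6900 bp in replicate 1 and -8000 bp in replicate 2 (fry on the difference of differences, p = 1.56e-08, and exact sign flips over the 2 replicates, p = 0.5, the smallest they allow). The median position of the signal moved this value most, to -3624 bp.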

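Over the same 40 minutes *pol1-1A* forks advanced by 13700 ± 141 bp (SD, n = 2) and triple mutant forks by 5050 ± 70.7 bp (SD, n = 2), or 342.5 and 126 bp per minute. The *pol1-1A* advance exceeded the wild type advance by 200 bp (fry, p = 0.988, and exact sign flips, p = 0.5), and the sign of this difference changed with the setting, to -100 bp with the lowest 70% of origins left out. It was -125 bp with 15 kb arms, but there the highest window lay within 1 kb of the outer end in 66.0% to 75% of the wild type and *pol1-1A* arms at 40 minutes, which limits the difference at that time. The difference between triple and double mutant changed by -1000 bp over the same time, with -1300 and -700 bp in the replicates (fry, p = 0.0871, and exact sign flips, p = 0.5). With the pool as a replicate block, p was 0.0268 (fry). The effect of *pol1-1A* on fork distance at 40 minutes was tested directly between the backgrounds. It differed by -950 bp between the *mrc1-AQ cdc45-2A* background and the wild type background, with -1400 bp in replicate 1 and -500 bp in replicate 2, and this did not pass the threshold (fry on the interaction, p = 0.175, and exact sign flips, p = 0.5). Among the other settings the interaction ranged from -1331 to -625 bp (the latter with 15 kb arms), with p between 0.0706 and 0.276.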

By itself, Pol1-dependent recruitment of Rad53 plays a minor role in replication fork progression in HU, but loss of the interaction of Rad53 with Cdc45, Mrc1 and Pol1 together leads to even greater defects in survival and fork progression ( Figure 5C–D and Figure 6C–D). This suggests that multiple interactions of Rad53 with the replication fork are important to mediate the critical functions of Rad53 in stabilising the replisome under stress. While we do not yet know the mechanistic roles of the recruitment of Rad53 by Pol α, we consider it possible that this may be required for lagging-strand specific functions of Rad53, such as PCNA unloading ( Yu *et al.*, 2014), for coordinating stalling on both strands ( He & Zhang, 2022) and/or for genomic replication independent functions of Pol α, such as telomere maintenance or double strand break repair ( Doksani & de Lange, 2014).

Significantly, a previous study has shown that Chk1, the analogous kinase to Rad53 in metazoa, can also interact with Pol α in human cells, in the presence and absence of replication stress ( Taricani *et al.*, 2009). This suggests that the checkpoint-dependent interaction with Pol α has been conserved, which may have implications for understanding how cells respond to the multitude of emerging chemotherapies that target the DNA replication checkpoint kinases ( van Bijsterveldt *et al.*, 2021).

## Data Availability

Gene Expression Omnibus: Genome-wide analysis of replication fork locations in hydroxyurea-treated Saccharomyces cerevisiae by TrAEL-seq. Accession number GSE235881, https://identifiers.org/geo:GSE235881 ( Hadjicharalambous *et al.*, 2023). Figshare: Extended data H, https://doi.org/10.6084/m9.figshare.23599356 ( Zegerman, 2023). This project contains the following extended data: Extended data Figure 1 (Viability of internally tagged Rad53 to accompany main Figure 1) Extended data Figure 2 (Validation of Rad53-TurboID to accompany main Figure 2) Extended data Figure 3 (Growth assay of split YFP tagged Rad53 and Pol1 to accompany main Figure 3) Extended data Figure 4 (CDK mediates Pol1/Pol12 phosphorylation to accompany main Figure 4) Extended data Figure 5 (Rad53 interaction with Pol1 affects fork progression to accompany main Figure 6) Extended data Table 1 (Label free quantification (LFQ) analysis of the Rad53-TurboID hits to accompany Figure 2) Extended data Table 2 (Yeast strains and antibodies used in this study) Data are available under the terms of the Creative Commons Zero "No rights reserved" data waiver (CC0 1.0 Public domain dedication).

How the deposited data were processed for this re-analysis (not part of the article)

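TrAEL-seq was analysed in 24 libraries of 4 strains of *Saccharomyces cerevisiae* (wild type, *pol1-1A*, *mrc1-AQ cdc45-2A* and *mrc1-AQ cdc45-2A pol1-1A*) at 3 time points (HU block, 20 and 40 minutes after release), with 2 replicates each. A further 6 libraries of asynchronous wild type cells, added as spike-ins, were used only for the background and for the checks of single libraries. Strain, time point, replicate, pool and adaptor were taken from the sample labels, and strain and time point also from the paper.

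The authors deposited 1 table of signal, normalized to all mapped reads (RPM), in 60303 running windows of 2000 bp that start every 200 bp. Before that, the authors mapped and de-duplicated the reads, imported them into SeqMonk, truncated each read to 1 nucleotide at its 5′ end, filtered the regions that are not single copy and summed the reads of both strands. The aligner and the genome build are not named in the paper's text, and positions are given here in the coordinates of the deposited windows. The window width is also not given in the legends and was read from the table. The deposited signal is divided by all mapped reads, while only 70.9% to 96.6% of the reads of the 24 libraries (66.1% to 78.7% in the spike-in libraries) lie inside the windows. The share lost to filtered regions therefore lowers the signal of some libraries more than of others.

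From the table, the value of 1 read was found for each library, and 100% of the values were whole multiples of it (largest departure 0.000634 of a read). The recovered reads were split into separate bins of 200 bp, each window being the sum of 10 bins. No read of any library fell in 928 of the windows. Mapped reads ranged from 2974768 to 10460920 over the 24 libraries, which is the depth all values rest on. The test had been planned for either counts or normalized values, and because the table holds normalized signal, tests on signal used limma on log2(RPM + 1). Fold changes are on that scale and are understated where the signal is low. The quasi-likelihood test of edgeR on the recovered reads was run as an alternative. At 40 minutes it called 0 windows of 1 kb for *pol1-1A* against wild type, 3493 for the double mutant against wild type and 0 for the triple against the double mutant. In the HU block it called 0, 44 and 0 of the origin windows.

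The published list of ARS sites was not used here. Peaks were called with scipy's find_peaks on the profile smoothed over 15 windows (3 kb) by a second-order Savitzky-Golay filter, a stand-in for the paper's loess smoothing of the same span. A peak needed a prominence of at least 1 times the mean window value and a distance of 2 kb to the next. Origins were the midpoints of neighbouring peaks 4 to 9 kb apart in the mean of both wild type HU block libraries. That limit was chosen after the distances between neighbouring peaks had been seen, and before fork distances were computed from arms. Because an origin is the midpoint of its pair, the distances seen already held the wild type fork distance in the HU block. The limit therefore also bounds that distance. Of 136 origins, 81 remained after the lowest 40% by wild type HU block signal in 10 kb were left out. Arms of 20 kb on each side were used where they lay within the chromosome and held no second peak with a prominence of at least 25% of the highest value. The fork of an arm was its highest window, and the distances of 131 arms entered each fit. ARS1018 and ARS1019 were taken as the only origins called in the part of chromosome X shown in Figure 6C, and their arms were read in every library. Gene names beside origins come from the RefSeq gene table of the R64 assembly, of which no coordinate is printed because the build of the windows is not named.

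Fork distances were tested with limma's rotation test fry, two-sided, with all arms as one set, in one fit of 24 libraries and 12 groups, adjusted by the Benjamini-Hochberg method over 9 comparisons. Differences between differences were tested with fry on the contrast, without adjustment, and by exact sign flips over the 2 replicates, which cannot go under 0.5. Single arms were tested with limma's lmFit and eBayes, and 11376 windows of 1 kb and 136 windows of 10 kb around origins with limma-trend. An adjusted p under 0.05 was the threshold. Numbers of peaks were compared by an exact permutation test of 2 against 2 libraries, whose smallest p is 0.33, and by exact sign flips over the 6 pools, whose smallest p is 0.031. All sign flips over pools treat the time points of a replicate as independent, which is not shown. For peak numbers they also include the times after release, when the number does not stand for fired origins alone. Sign flips over the pools were also run on the fork distances, after these had been seen. The fit gives every arm one variance in bp for all time points, and the spread at 40 minutes is the widest, so that the tests of the HU block and of 20 minutes are weak. Named in the text are ARS1018 and ARS1019, and, for *pol1-1A* against wild type and for triple against double mutant at 40 minutes, the 2 arms with the largest change of fork distance among those past the threshold that changed the same way in both replicates. No arm passed for *pol1-1A*, and the other arms and the 1 window that are named were chosen after their values were seen.

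Libraries with the same replicate number at a time point were made in 1 pool according to the labels, so the numbers pair the samples. The deviations of the paired libraries from their group means, over arms, correlated at 0.609, 0.233 and 0.415 for *pol1-1A* with wild type (HU block, 20 and 40 minutes), at -0.0197, 0.0435 and -0.000256 for the double mutant with wild type and at 0.0562, -0.353 and 0.370 for the triple with the double mutant. The fit with the pool as a replicate block was an alternative. Others changed the smoothing, the arm length, the origins left out, the treatment of crowded arms, the measure of position, the peak rule, the normalization, the pseudocount and the libraries in the fit, and a further 11 were added after the data had been seen.

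Scripts were tested on simulated data. Of 100 simulated origins 99 were recovered within 500 bp, and the largest error of a median distance over 198 arms was 14.9 bp. In 100 simulations of 131 arms each, fry passed 0.05 in 7% with no shift, 41% with a shift of -1000 bp, 91% with -2000 bp and 100% with -4000 bp. Of 200 windows among 11376 changed by 4-fold, limma recovered 55% with 10 false calls and edgeR 53.5% with 5, and at 2-fold limma recovered 11% and edgeR 9.5%. The analysis used R 4.3.3, limma 3.58.1, edgeR 4.0.16, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.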

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

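Of the tests in this part, the comparison of peak numbers at equal depth was chosen only after the result was seen.

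Double mutant forks fell further behind wild type forks with time after release. Their difference in median distance from origins was -800 bp in the HU block and -8250 bp at 40 minutes, a change of -7450 bp that passed a test of the change itself (fry, p = 1.56e-08, with exact sign flips over 2 replicates unable to go under 0.5; -6900 bp in replicate 1 and -8000 bp in replicate 2). With origins called in all 8 HU block libraries, in place of the wild type alone, the change was -7350 bp. This does not test whether wild type origins are the wrong reference for the mutant. A misplaced origin shifts an arm's distances equally at both time points and so largely cancels in the change. The tables argue against another technical explanation. If forks from origins that fire only in the mutant had been taken for those of the measured origin, leaving out such arms should shrink the change. Over the 112 arms that hold no double mutant peak more than 5 kb from every wild type origin, it was -7675 bp. The arms of 20 kb hide part of the wild type advance at 40 minutes, which makes the change smaller rather than larger (-7750 bp with 30 kb arms). Measured by the median position of the signal, it was -3624 bp. Slower forks in the double mutant stay open together with a later restart of stalled forks. More origin firing, which the paper proposes as part of the reason beside a role of Cdc45 and Mrc1 in leading strand progression, also stays open, since a shortage of factors shared by all forks was not tested. The 3 time points do not tell a slow fork from a late one.

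The double mutant had 168 peaks in the mean HU block profile that lay more than 5 kb from every wild type origin, where the wild type had 32, *pol1-1A* 33 and the triple mutant 170. The article's text does not say where the extra peaks lie, and its supplementary figure on them was not available here. With all libraries brought to the same number of reads there were 169 such peaks in the double mutant, which argues against depth. A lower peak in the wild type lay within 2 kb of 26.2% of the sites, under the 50% set for this explanation but above the 5.37% found at 1752 random positions, so that the wild type peak rule accounts for a part of the sites at most. Signal from cells that were not synchronized would also be seen in the asynchronous libraries, whose signal at the sites was 1.00 times their genome mean against 2.37 times in the double mutant and 2.43 times in the triple mutant. Chance peaks of the double mutant libraries would be missing from the triple mutant, which played no part in choosing the sites. There the signal was higher than in *pol1-1A* at 97.6% and 95.2% of the sites in the 2 replicates, with a median log2 ratio of 2.61 in the lower replicate. As a hypothesis, the sites may mark forks from origins that the double and triple mutants fire in HU and the wild type does not. The paper counts 2 forks per origin, so that the number of sites is not a number of origins. No list of late origins was used here to test it.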

How the results depend on the processing

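The alternatives were set before the data were examined, apart from 11 that were added later. These are the tests on log2 distances and within one time point, origins called in all strains, 200 bp bins, the mean of the arms of an origin, masked windows, thinned reads, background subtraction, peaks of 50 RPM, scaling to the reads in the windows, and edgeR. The first of these, on log2 distances, and the fit within one time point were chosen after the p-values had been seen. Unless a cause is given, the cause was not tested.

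No difference in fork distance reversed its direction under any of these settings, and none that passed the threshold lost it, while 4 values newly passed it. The difference was 0 bp for *pol1-1A* against wild type at 40 minutes with thinned reads, and for triple against double mutant at 20 minutes with smoothing over 31 windows and in replicate 2 alone. At 20 minutes the double mutant lay behind the wild type by -3425 to -2394 bp and at 40 minutes by -8550 to -4278 bp, with adjusted p up to 0.0482 and 1.08e-05. The difference of *pol1-1A* from wild type at 40 minutes ranged from 0 to 400 bp (adjusted p 0.513 to 0.953). The 0 came from a single draw of thinned reads, and 20 further draws gave 50 to 350 bp. Of the HU block, the difference of -800 bp between double mutant and wild type passed the threshold with log2 distances (adjusted p = 0.00244) and with the 8 libraries of that time point alone (adjusted p = 0.038), and it did so at -1100 bp with no origin left out for low signal (adjusted p = 0.0388). Over all settings its adjusted p ran from 0.00244 to 0.914. The -650 bp between triple and double mutant at 40 minutes passed only with the 8 libraries of that time point (adjusted p = 0.0482), with a range from -1077 to -600 bp and adjusted p from 0.0482 to 0.369.

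The change of the *pol1-1A* difference from the HU block to 40 minutes, 200 bp, reversed to -50 bp without smoothing, -100 bp with the lowest 70% of origins left out, -57.2 bp with the median position of the signal and -100 bp with thinned reads. It was also negative, -125 bp, with 15 kb arms, which at 40 minutes hold the fork of wild type and *pol1-1A* within 1 kb of the outer end in 66.0% to 75% of arms and so limit the difference at that time. It passed the threshold under none of the settings (p from 0.749 to 0.998). The change of the triple against the double mutant, -1000 bp, passed with the replicate block (fry, p = 0.0268) and with log2 distances (fry, p = 0.0307), though exact sign flips over 2 replicates cannot go under 0.5, within a range of p from 0.0268 to 0.238.

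Single arms moved more. For *pol1-1A* against wild type 1 arm passed without smoothing and 1 with the median position of the signal, in place of 0 (6 at an unadjusted p under 0.05). For the double mutant against wild type, 59 arms in place of 120 passed with the lowest 70% of origins left out, where only 68 arms were tested, and 172 of 226 arms did so with no origin left out for low signal (143 closer and 29 farther). For the triple against the double mutant, 5 arms became 3 with log2 distances, with 30 kb arms and with 15 kb arms, 2 with smoothing over 31 windows and with arms at the outer end left out, 1 with the median position, 8 with the replicate block and 9 with the background subtracted. Counts of arms without one replicate were not run, because 1 library per group leaves no test.

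The ratio of peak numbers of double mutant to wild type, 1.36, stayed above 1 and moved with the peak rule. It was 1.40 at a prominence of 0.5 times the mean, 1.05 at 2 times the mean, 1.33 at 3 times the median, 1.14 with smoothing over 31 windows, 1.09 with peaks 5 kb apart, 1.45 at 50 RPM and 1.01 for origin windows with signal above the genome mean, of which nearly all were above it in each strain. The ratio of triple to double mutant, 1.01, was 0.964, 1.09, 1.22, 1.08 (31 windows), 1.08 (5 kb apart) and 0.925 (50 RPM) in the same order, so that its direction rests on the peak rule. HU block forks lay 2350 bp from origins in the double mutant, 2700 bp in the triple mutant and 3150 bp in the wild type. Peaks 5 kb apart are therefore more likely to lose 1 fork of a pair in the double mutant. Smoothing over 31 windows may merge close pairs too, which was not tested. Both settings can thus move the ratios without a change in fired origins. The bar of 3 times the median was lower in the triple than in the double mutant. Under the main peak rule, the ratios in single replicates were 0.981 to 1.06 for *pol1-1A* to wild type, 1.35 to 1.38 for double mutant to wild type and 0.998 to 1.01 for triple to double mutant.

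The 3666 windows of 1 kb that differed between double mutant and wild type at 40 minutes became 6515 with quantile normalization, 5805 with the replicate block and 7264 with only the 4 libraries compared. For the triple against the double mutant, 1 window became 110 with quantile normalization (83 higher and 27 lower) and 8 with the replicate block (3 higher and 5 lower). It became 3008 with only the 4 libraries compared (866 higher and 2142 lower). No window passed with scaling to the reads in the windows (0 windows, 699 unadjusted) or with edgeR (0 windows, 710 unadjusted). Quantile normalization takes out the median shift of -0.24 (log2) between these strains. With 1 replicate there is no test, and the windows changed by more than 1.5-fold numbered 111 to 1517 for *pol1-1A* against wild type (144 in the mean of both replicates), 7071 to 7293 for double mutant against wild type (7128 in the mean) and 2551 to 3559 for triple against double mutant (2846 in the mean, 95 higher and 2751 lower). The 1517 came from replicate 1. Of the origin windows in the HU block, 46 differed between double mutant and wild type (38 higher, 8 lower), 29 with quantile normalization (17 higher, 12 lower), 15 with the lowest 20% of windows left out and 77 with the replicate block (48 higher, 29 lower). Between triple and double mutant 14 differed with only the 4 libraries compared, in place of 0 (1 unadjusted).

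The replicate block, in which the libraries of a pool are paired, changed no other call. The deviations of triple and double mutant libraries at 20 minutes went in opposite directions (correlation -0.353), but the pools fix the pairs and no crossed pairing was run. Thinning all libraries to 2974768 reads left the triple against double mutant difference at 40 minutes between -800 and -650 bp over 20 draws. Depth does limit the smaller *pol1-1A* difference at 40 minutes, which the draws of thinned reads moved between 0 and 350 bp. With 2 replicates, a shift as small as -1000 bp is missed more often than found by the test over all arms (41% of simulations found it).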

Differences from the paper's values

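The fit of 8 libraries of one time point named in this part was chosen only after the values were seen.

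The medians of fork distance read by eye from Fig. 6D, for 4 strains at 3 time points, differ from the medians found here by ratios of 1.01 to 1.15, and none of them lies outside the limits set for a difference. The legend calls the data of Fig. 6D representative, so they may show 1 replicate, while the values here are means of 2. At 20 minutes the values read for the wild type and *pol1-1A*, 6600 and 6700 bp, equal replicate 1 here, where the means were 7200 and 7550 bp.

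The paper states a significant reduction in fork progression in *pol1-1A* at 40 minutes. Here *pol1-1A* forks lay 300 bp farther from origins than wild type forks at 40 minutes (400 bp in replicate 1, 200 bp in replicate 2; fry, adjusted p = 0.782). No setting that was run gave a shorter distance at 40 minutes, with values from 0 to 400 bp. As a measure of progression, the change of this difference from the HU block to 40 minutes was 200 bp. It was negative in 5 settings, at lowest -125 bp, and passed the threshold in none (fry, p from 0.749 to 0.998).

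The paper states that triple mutant forks were closer to origins than double mutant forks at 40 minutes. The direction here was the same in both replicates (-650 bp; -1000 and -300 bp), but the difference did not pass the threshold (fry, adjusted p = 0.307). None of the alternatives set before the data were examined passed it. The fit of the 8 libraries of the 40 minute time point, chosen after seeing the values, gave adjusted p = 0.0482, and the range over all settings was 0.0482 to 0.369.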

Other observations

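In this part the test with 30 kb arms, the tests over the 6 pools and over the 2 replicates, the test of a shared adaptor and the test over arms without mutant peaks were chosen only after the results were seen.

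Double mutant libraries held more mapped reads than the wild type library of the same pool in 6 of 6 pools, by ratios of 1.04 to 2.13 (geometric mean 1.71). Exact sign flips gave p = 0.031, the smallest that 6 pairs allow, but the time points of a replicate are not shown to be independent. For *pol1-1A* the ratio to wild type was over 1 in 4 of 6 pools (0.753 to 1.58; exact sign flips, p = 0.531), and for the triple to the double mutant in 4 of 6 (0.743 to 1.20; exact sign flips, p = 0.969). More reads from the repeated regions that the authors filtered do not explain it, since the lowest ratio of the reads inside the windows was 1.09. A better ligated adaptor cannot be told apart from the strain for the double mutant, whose adaptors were on no other library from HU. For the triple mutant it cannot be told apart either. Its adaptor in replicate 1 was that of *pol1-1A* in replicate 2, and its libraries held 1.79 to 2.39 times the reads of wild type where those of *pol1-1A* held at most 1.58 times (geometric mean 1.08), but the wild type adaptors of the 2 replicates differed. With the same adaptors on both sides, the triple mutant held 1.21 to 3.11 times the reads of *pol1-1A* in replicate 1, a range that overlaps with the 0.773 to 1.58 of *pol1-1A* to wild type in replicate 2. In replicate 2, with another adaptor, the triple mutant held 1.08 to 1.53 times the reads of wild type. More 3’ DNA ends per cell in strains with *mrc1-AQ cdc45-2A*, from more forks, is a candidate explanation that stays open. A difference in the number of cells per plug was not tested either. The deposited signal is relative to the reads of its own library, so it does not carry this difference.

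Triple mutant forks lay farther from origins than double mutant forks in the HU block (350 bp) and closer at 40 minutes (-650 bp), in both replicates each time. Neither difference passed its test (fry, adjusted p = 0.718 and 0.307), and the change between them had p = 0.0871 (fry; exact sign flips, p = 0.5). With the replicate block the change had p = 0.0268 and with log2 distances p = 0.0307 (fry; exact sign flips over 2 replicates cannot go under 0.5). If the wide windows hid the fork distance in the HU block, 200 bp bins should remove the difference there, but it was 325 bp. Measured by the median position of the signal, the HU block difference was only 83.6 bp. In replicate 1 the triple mutant then lay closer than the double mutant (3219 against 3445 bp), and in replicate 2 farther (3469 against 3076 bp). The direction in the HU block therefore rests on the measure of position in replicate 1. With arms that have another active origin of the wild type within 40 kb left out, the difference at 40 minutes was -675 bp, which argues against forks from these origins. Over the 111 arms with no double or triple mutant peak within 20 kb that lay away from the wild type origins, it was -750 bp (-1000 and -500 bp in the replicates), which argues against forks from origins that fire only in the mutants. With all libraries at the same depth it was -750 bp (median of 20 draws), and with the asynchronous profile subtracted it was -700 bp. As a hypothesis, *pol1-1A* may let forks of the double mutant run slightly farther in HU and slow them after release. This stays open. The self-test did not simulate a change between time points. For a difference of 2 groups at 40 minutes, it found a shift of -1000 bp over 131 simulated arms in only 41% of simulations, before adjustment.

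Forks of *pol1-1A* lay slightly farther from origins than wild type forks at all 3 time points (100, 350 and 300 bp), each time in both replicates, though none of these passed its test (fry, adjusted p from 0.718 to 0.782). Arms of 30 kb, which would show wild type forks past 20 kb, left 250 bp at 40 minutes. Subtracting the asynchronous profile left 300 bp, and thinning all libraries to the same depth left 250 bp (median of 20 draws, all over 0, although the single draw made before them gave 0 bp). The tables therefore argue against the arm length, unsynchronized cells and depth as its source. Random differences between single libraries cannot be told apart from the strain. The *pol1-1A* forks lay farther out in 6 of 6 pools (exact sign flips, p = 0.031), but the pattern was picked for these signs, so that this count does not test it, and with the pool as a replicate block no time point passed either (fry, adjusted p from 0.523 to 0.735). No pool reversed under the 16 alternatives, although in 5 of them (1 being the 15 kb arms, which limit it at 40 minutes) the difference was 0 bp in at least 1 pool, which raised p to between 0.0625 and 0.125 (exact sign flips). Random differences between cultures stay open as well, because the 3 time points of a replicate are not shown to be independent, which leaves 2 replicates (200 and 300 bp; exact sign flips, p = 0.5). A slightly earlier release of the *pol1-1A* cultures stays open for 20 and 40 minutes only, since the HU block was sampled before the release, and was not tested.

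No spike-in library stood apart from the other 5 in mapped reads, in the share of reads inside the windows or in the mean window value (0 of 3 measures).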
